# Endotoxemia by *Porphyromonas gingivalis* Alters Endocrine Functions in Brown Adipose Tissue

**DOI:** 10.3389/fcimb.2020.580577

**Published:** 2021-01-19

**Authors:** Masahiro Hatasa, Yujin Ohsugi, Sayaka Katagiri, Sumiko Yoshida, Hiromi Niimi, Kazuki Morita, Yosuke Tsuchiya, Tsuyoshi Shimohira, Naoki Sasaki, Shogo Maekawa, Takahiko Shiba, Tomomitsu Hirota, Haruka Tohara, Hirokazu Takahashi, Hiroshi Nitta, Takanori Iwata

**Keywords:** endotoxemia, obesity, *Porphyromonas gingivalis*, periodontal disease, brown adipose tissue

## Abstract

Improvement of obesity is important for increasing longevity. The characteristics, size, and function of adipocytes are altered in patients with obesity. Adipose tissue is not only an energy storage but also an endocrine organ. Alteration of endocrine activities in adipose tissue, among them the functional decline of brown adipose tissue (BAT), is associated with obesity. Periodontal disease is a risk factor for systemic diseases since endotoxemia is caused by periodontal bacteria. However, the effect of periodontal disease on obesity remains unclear. Thus, this study aimed to investigate the effect of endotoxemia due to *Porphyromonas gingivalis*, a prominent cause of periodontal disease, on the BAT. Herein, endotoxemia was induced in 12-week-old C57BL/6J mice through intravenous injection of sonicated 10^8^ CFU of *P. gingivalis* (Pg) or saline (control [Co]) once. Eighteen hours later, despite no inflammatory M1 macrophage infiltration, inflammation-related genes were upregulated exclusively in the BAT of Pg mice compared with Co mice. Although no marked histological changes were observed in adipose tissues, expressions of genes related to lipolysis, *Lipe* and *Pnpla2* were downregulated after *P. gingivalis* injection in BAT. Furthermore, expression of *Pparg* and *Adipoq* was downregulated only in the BAT but not in the white adipose tissues, along with downregulation of *Ucp1* and *Cidea* expression, which are BAT-specific markers, in Pg mice. Microarray analysis of the BAT showed 106 differentially expressed genes between Co and Pg mice. Gene set enrichment analysis revealed that the cholesterol homeostasis gene set and PI3/Akt/mTOR signaling gene set in BAT were downregulated, whereas the TGF-β signaling gene set was enriched in Pg mice. Overall, intravenous injection of sonicated *P. gingivalis* altered the endocrine functions of the BAT in mice. This study indicates that endotoxemia by *P. gingivalis* potentially affects obesity by disrupting BAT function.

## Introduction

Obesity is a major public health concern worldwide and a risk factor for type 2 diabetes (Ozcan et al., 2004), and is also associated with multiple cancers (Key et al., 2003; MacInnis and English, 2006; Li et al., 2009; Lichtman, 2010). Furthermore, obesity itself increases mortality (Whitlock et al., 2009; Berrington de Gonzalez et al., 2010). Adipocytes in the adipose tissue produce various adipocytokines, including adiponectin and inflammatory cytokines (Hotamisligil, 2006; Kadowaki et al., 2006; Yoon et al., 2006), and play important roles in metabolism. Therefore, adipose tissue is considered an endocrine organ.

On the other hand, periodontal disease is also a global public health concern with its high prevalence (Pihlstrom et al., 2005). Periodontal disease results from chronic infections of periodontal bacteria, including *Porphyromonas gingivalis*, and leads to the destruction of bone and tissue around the teeth (Nassar et al., 2007). Periodontal disease results in not only tooth loss but also the aggravation of numerous types of systemic diseases including type 2 diabetes, cardiovascular disease, preterm low birth weight, and nonalcoholic fatty liver disease (Komazaki et al., 2017; Figuero et al., 2020; Genco and Borgnakke, 2020; Orlandi et al., 2020; Polak et al., 2020; Schenkein et al., 2020).

The association between obesity and periodontal disease has recently attracted increasing attention. Some studies reported that the prevalence of periodontitis is higher among individuals with obesity (Saito et al., 1998; Al-Zahrani et al., 2003; Katagiri et al., 2010). In addition, we previously reported that intravenous injections of sonicated *P. gingivalis* twice per week for 12 weeks to mice fed high-fat diet caused an increase in body weight and the accumulation of visceral and subcutaneous fat in mice (Sasaki et al., 2018). However, the direct effects of *P. gingivalis* on adipocytes remain unclear.

In this study, we investigated the effect of endotoxemia resulting from periodontal disease on adipose tissue upon intravenous injection of ultrasonicated *P. gingivalis* in mice, followed by a comprehensive analysis of gene expression in the brown adipose tissue (BAT).

## Materials and Methods

### Animals

C57BL/6J male mice (12-week-old; Sankyo Laboratory, Tokyo, Japan) were used in this study. The mice were provided ad libitum access to food and water throughout the study and housed under standard conditions on a 12-h light/dark (light: 8:00 to 20:00) cycle. Mice were randomly divided into two groups: those intravenously injected with 10^8^ CFU of sonicated *P. gingivalis* suspended in 100 μL of saline (Pg group) and those receiving only saline (control [Co] group). Visceral white adipose tissue (eWAT), subcutaneous white adipose tissue (iWAT), and BAT from interscapular fat were harvested 18 h after *P. gingivalis* injection. All protocols regarding animal use and euthanasia were reviewed and approved by the Animal Care Committee of the Experimental Animal Center at Tokyo Medical and Dental University (A2020–054A).

### *P. gingivalis* Culture

*P. gingivalis* (ATCC 33277) was cultured, as previously described (Sasaki et al., 2018; Udagawa et al., 2018), on trypticase soy agar (Difco Laboratories, Detroit, MI, USA) supplemented with 10% defibrinated horse blood, hemin, and menadione at 37°C under anaerobic conditions. After 48 h, *P. gingivalis* was inoculated in trypticase soy broth under anaerobic conditions and cultured at 37°C under anaerobic conditions to the mid-log phase, and then 10^9^ CFU/mL of the bacterial suspension was sonicated at an amplitude of 20 kHz for 5 min on ice using a Qsonica Q700 sonicator (Waken Btech, Kyoto, Japan).

### Quantitative Reverse-Transcription PCR Analysis

Total RNA was extracted from the eWAT, iWAT, and BAT (n = 7) using Trizol reagent (Invitrogen, Carlsbad, CA, USA) and NucleoSpin^®^ RNA kit (TaKaRa Bio, Shiga, Japan) in accordance with the manufacturer’s instructions. Five-hundred nanograms total RNA was reverse-transcribed to cDNA, using the PrimeScript™ RT Master Mix (TaKaRa Bio). Real-time PCR was performed using the Thermal Cycler Dice^®^ Real Time System II (TaKaRa Bio). PCR mixtures were prepared using TB Green Premix Ex Taq™ II (TaKaRa Bio). PCR was carried out in accordance with the manufacturer’s instructions. Gene expression levels were normalized to those of the reference gene, *Rn18s*. The PCR primers used herein are listed in **Supplementary Table S1**.

### Isolation of Stromal Vascular Fractions From the BAT

Stromal vascular fractions (SVFs) were isolated from the eWAT, iWAT, and BAT (n = 6) 18 h after *P. gingivalis* injection. Adipose tissues were finely minced and digested with collagenase (Wako, Osaka, Japan) with Krebs-Henseleit-HEPES buffer (pH 7.4) supplemented with 1% BSA and 0.2% glucose at 37°C for 60 min. Thereafter, the samples were strained through a 100-µm cell strainer and fractionated through centrifugation at 1,500 rpm for 5 min. The pellets were collected as cells in the SVF.

### Flow Cytometry Analysis

Erythrocytes were depleted using ACK lysing buffer (Lonza, Walkersville, MD, USA) for 5 min at room temperature. The cells were incubated with anti-mouse CD16/32 (2.4G2) (TONBO biosciences, San Diego, CA, USA) for 10 min and stained with anti-CD11b (M1/70), anti-CD11c (N418), and anti-CD206 (MR6F3) antibodies (Invitrogen) for 30 min at 4°C. The cells were analyzed using an Attune NxT flow cytometer (Thermo Fisher Scientific, Waltham, MA, USA). The data were analyzed using FlowJo software version 10.6.2 (BD Biosciences, San Jose, CA, USA). M1 or M2 macrophages were identified according to CD11b-positive/CD11c-positive/CD206-negative or CD11b-positive/CD11c-negative/CD206-positive cells, respectively (Fujisaka et al., 2009).

### Histological Analysis in Adipose Tissue

eWAT, iWAT, and BAT (n = 4) were collected 18 h after *P. gingivalis* injection and fixed in 4% paraformaldehyde in phosphate-buffered saline for 24 h. The tissues were then embedded in paraffin and then 5 µm sections were made. Specimens were stained with hematoxylin and eosin (HE) and examined under a light microscope (ECLIPSE Ni‐U, NIKON Corp., Tokyo, Japan) at ×200 magnification.

### Microarray Analysis

The Agilent Low Input Quick Amp Labeling kit (Agilent Technologies, Santa Clara, CA, USA) was used, in accordance with the manufacturer’s instructions, to generate complementary RNA (cRNA) from 200 ng total RNA for single-color (Cy3) microarray analysis (n = 4). Thereafter, cRNAs were analyzed through hybridization onto an Agilent SurePrint G3 Unrestricted Gene Expression 8 × 60 K Microarray (Agilent Technologies). Fluorescence signals were detected using the Agilent Microarray Scanner System (Agilent Technologies). Raw microarray data were extracted using Feature Extraction Software (ver. 11.0.1.1; Agilent Technologies).

### Statistical Analysis

Data distributions were analyzed using the Shapiro-Wilk test, revealing all datasets were normally distributed. Unpaired *t*-test was performed to compare the two groups. Data were analyzed using R (ver. 3.6.0). Microarray data were quantile-normalized, log_2_-transformed, and identified differentially expressed genes (DEGs) by using R with the Limma Bioconductor package (ver. 3.40.6) (Ritchie et al., 2015). Benjamin and Hochberg’s false discovery rate (FDR) was applied for multiple testing. DEGs were defined in accordance with an FDR q <0.1 and a |fold-change| >1.5. Overrepresentation enrichment analyses for DEGs were performed using the WEB-based Gene SeT AnaLysis Toolkit (http://www.webgestalt.org) (Wang et al., 2013) and the Database for Annotation, Visualization, and Integrated Discovery (DAVID) (http://david.abcc.ncifcrf.gov/) using the Gene Ontology (GO) and KEGG pathway databases. Gene set enrichment analysis (GSEA) (http://software.broadinstitute.org/gsea/index.jsp) (Subramanian et al., 2005) was performed using hallmark gene sets (Liberzon et al., 2015).

## Results

### *P. gingivalis* Injection Increased Inflammation-Related mRNA Expression in the BAT

The mRNA expression levels of tumor necrosis factor-α (*Tnfa*), monocyte chemotactic protein-1 (MCP-1) (*Ccl2*), and interleukin 1 beta (*Il1b*) were not significantly altered in the eWAT and iWAT following *P. gingivalis* injection. However, the expression of *Tnfa* and *Il1b* was significantly upregulated in the BAT in Pg mice compared to the Co mice (**Figures 1A, B**). Interestingly, the mRNA expression level of *Ccl2* was dramatically increased only in the BAT following *P. gingivalis* injection (**Figure 1C**).

**Figure 1:**
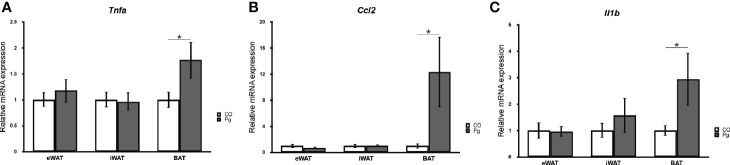
Quantitative reverse-transcription PCR analysis in the adipose tissues at 18 h after *P. gingivalis* injection (n = 7). **(A)** *Tnfa*, **(B)** *Ccl2*, **(C)** *Il1b* expression in the adipose tissues (means ± SE). *P < 0.05.

### No Alteration in Macrophage Infiltration Was Observed in SVF From Adipose Tissues

Macrophage infiltration in the SVF from the eWAT, iWAT, and BAT was evaluated through flow cytometry, respectively. *P. gingivalis* injection caused no significant changes in the percentage of CD11b positive cells in the SVF from eWAT, iWAT, and BAT (**Figures 2A, B**). Few M1 macrophages were observed in eWAT, iWAT, and BAT of Co and Pg mice (**Figure 2C**). The percentage of M2 macrophages in CD11b+ cells was 28.7% and 33.1% in the SVF from eWAT of Co and Pg mice, 49.3% and 50.7% in the SVF from iWAT of Co and Pg mice, and 39.2% and 42.9% in the SVF from BAT of Co and Pg mice, respectively. The percentage of M1 and M2 macrophages in eWAT, iWAT, and BAT did not significantly differ between Co and Pg mice (**Figures 2D, E**).

**Figure 2:**
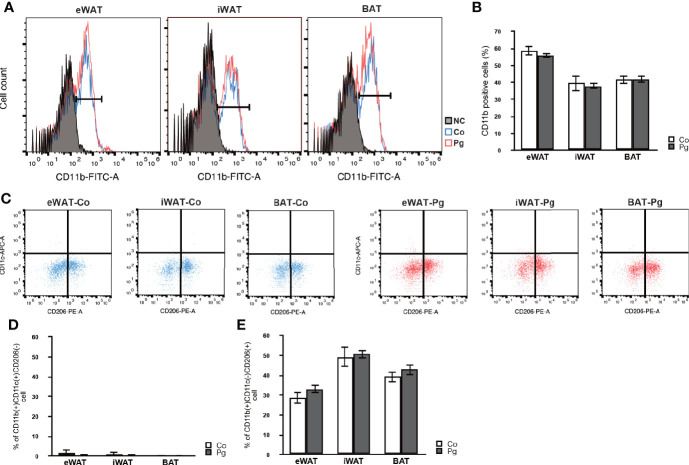
Flow cytometry analysis in cells from the SVF of adipose tissues at 18 h after *P. gingivalis* injection (n = 6). **(A)** Representative flow cytometry results. Black; negative control. Blue; Co mice. Red; Pg mice. **(B)** The percentage of CD11b-positive cells in the cells at SVF from adipose tissues. **(C)** Representative results of flow cytometry are shown. CD11b-positive/CD11c-positive/CD206-negative cells are defined as M1 macrophages. CD11b-positive/CD11c-negative/CD206-positive cells are defined as M2 macrophages. **(D)** The percentage of M1 macrophage in the CD11b-positive cells at SVF from adipose tissues. **(E)** The percentage of M2 macrophage in the CD11b-positive cells at SVF from adipose tissues.

### *P. gingivalis* Injection Downregulated mRNA Expression of Genes Related to Lipolysis and Metabolism in BAT

Although no marked histological changes were observed after *P. gingivalis* injection in adipose tissues (**Figures 3A, B**), the expression of lipase, hormone sensitive (*Lipe*) and patatin-like phospholipase domain containing 2 (*Pnpla2*) in the BAT of Pg mice were significantly downregulated compared to those of Co mice. Furthermore, the expression of fatty acid synthase (*Fasn*) in the BAT tended to be decreased in Pg mice. There was no significant difference in the expression of *Lipe*, *Pnpla2*, and *Fasn* in eWAT and iWAT between Co and Pg mice (**Figures 3C–E**).

**Figure 3:**
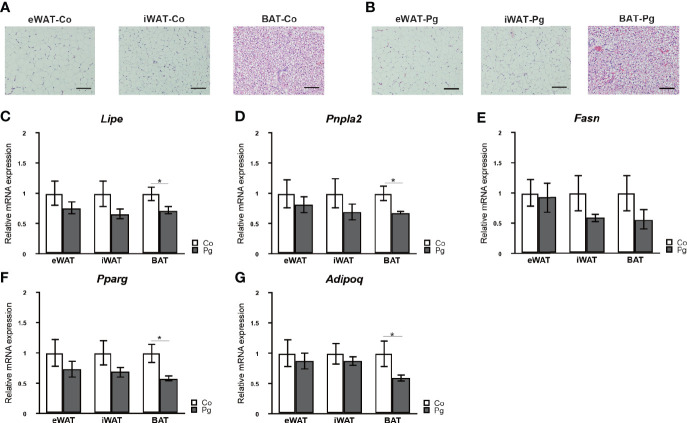
Evaluation of adipose tissues at 18 h after *P. gingivalis* injection. Representative HE staining of adipose tissues from **(A)** Co, **(B)** Pg mice (row magnification × 200, black bar = 100 μm) (n = 4). Quantitative reverse-transcription PCR analysis in the adipose tissues at 18 h after *P. gingivalis* injection (n = 7). **(C)** *Lipe*, **(D)** *Pnpla2*, **(E)** *Fasn*, **(F)** *Pparg*, **(G)** *Adipoq* expression in the adipose tissues (means ± SE). *P < 0.05.

Peroxisome proliferator activated receptor gamma (*Pparg*) and adiponectin (*Adipoq*) expression levels were not significantly altered in the eWAT and iWAT following *P. gingivalis* injection. However, the mRNA expression of *Pparg* in the BAT of Pg mice was significantly decreased compared to Co mice (**Figure 3F**). Moreover, *P. gingivalis* injection significantly downregulated *Adipoq* expression in BAT (**Figure 3G**).

### *P. gingivalis* Injection Altered Gene Expression Patterns in the BAT

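By the paper and the sample labels, the RNA of 4 Co mice and 4 Pg mice that was hybridized to Agilent one-color mouse arrays came from the BAT, with 1 array per mouse. The mice were 12 weeks old, and the tissue was collected 18 h after an injection of 100 μL of saline or of sonicated *P. gingivalis*, at a dose of 100000000 CFU in the paper and printed as 108 CFU in the sample labels. The authors deposited the scanner output of each array, which holds the intensity of every spot before any normalization between arrays, and a table of their quantile-normalized log2 values with their limma results. The values given here were computed from the scanner output. The background-subtracted and detrended signal of each spot was averaged over the spots of a probe, quantile-normalized between the 8 arrays, raised to at least 1 and log2-transformed. Of 56605 probes, the 33819 that were well above background on at least 4 arrays were tested with limma's moderated test, two-sided, with Benjamini-Hochberg adjustment. Between 34760 and 35831 probes were well above background on each Co array (median 35336.5), and between 31132 and 34063 on each Pg array (median 31946). The 2 groups did not overlap in this number (exact permutation test, two-sided, p = 0.0286, the smallest p that 4 arrays against 4 allow). The spread of the negative control spots was 8.10 to 9.75 intensity units on the Co arrays and 11.6 to 18.7 on the Pg arrays, again without overlap. All arrays lay on 1 slide and were read in 1 scan, the Co arrays in row 1 and the Pg arrays in row 2, so that the position on the slide and the group cannot be told apart. The number of arrays limits the precision. The only probe of *Ucp1* was not well above background on any array, and neither were the probes of *Elovl3*, *Slc27a2* and *Bmp8b*, whereas 14 of 20 brown adipocyte genes, including *Cidea*, were above background on all 8 arrays. How many of these genes muscle also expresses was not measured. All 20 genes of a skeletal muscle list were also above background on all 8 arrays, with a median log2 signal of 17.39.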

To investigate changes in gene expression in the BAT at 18 h after injection of sonicated *P. gingivalis*, microarray analysis was performed to obtain a comprehensive overview of gene expression profiles. All microarray data herein are available in the Gene Expression Omnibus database (www.ncbi.nlm.nih.gov/geo) under GSE 153516.

As shown in **Figure 4A**, among 106 DEGs (|fold change| > 1.5 and q < 0.1), 60 genes were upregulated, and 46 genes were downregulated. 

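In the limma fit of 33819 probes, 546 probes had an FDR q under 0.1 and a fold change above 1.5 between Co and Pg mice (n = 4 arrays each). Of these DEG probes, 106 were higher and 440 were lower in Pg mice, and they carried 529 different gene names. Without the fold change limit, 2644 probes had an FDR q under 0.1, of which 616 were higher and 2028 lower, while 1105 of 1546 such probes were lower with scaling to the 75th percentile and 9 of 29 without normalization between arrays. The values of the Co and Pg arrays did not overlap for 518 of the DEG probes and for 5351 of the probes tested (15.8%), where chance gives 2.86%. DEG probes were dim, with a median log2 signal of 5.25 against 8.07 for the probes tested. Only 265 of them were well above background on all 8 arrays (86 higher and 179 lower), and 134 of the lower ones were not well above background on any Pg array.

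Among the fits with 1 array left out, the count moved most without Co replicate 3, to 3 DEG probes (1 higher and 2 lower). It was 306, 110 and 219 without Co replicate 1, 2 or 4, and 244, 246, 698 and 328 without Pg replicate 1, 2, 3 or 4. The share of higher and lower probes changed with the scaling. There were 66 higher and 28 lower with limma's normexp background correction of the mean signal, 75 and 33 with the median signal without background subtraction, 137 and 146 with scaling to the 75th percentile, and 20 and 7 without normalization between arrays. Of the 106 DEGs in the authors' deposited table, 92 were DEGs here, 50 higher and 42 lower in Pg mice in both.

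DEG probes whose groups did not overlap were ranked by their fitted log2 fold change, which rests on values not well above background where a group is dim, so that brighter DEGs can have changed more than some of the bounds given. The 5 highest in this rank were those of *C230072F16Rik* (NR_131128, a lncRNA gene on chromosome 17 of GRCm38 from 80896793 to 80933447), *Pvt1* (AK144873), *Slc18a1* (ENSMUST00000142548), *C87414* (AK163343) and *Gabrg3* (BC138962). The first 4 were not well above background on any Co array. Their difference is given as a lower bound, the Pg mean against the lowest signal among probes well above background on each Co array, or the probe's own signal where that was higher. It was at least 6.78-fold for *C230072F16Rik* (limma's adjusted p = 0.0398), 5.41-fold for *Pvt1* (adjusted p = 0.0414), 6.56-fold for *Slc18a1* (adjusted p = 0.0398) and 3.12-fold for *C87414* (adjusted p = 0.00911). The adjusted p beside a bound, here and below, tests the fitted change and not the bound. With 1 array left out, the bound fell to 3.32 for *Pvt1* (without Pg replicate 2). That of *C230072F16Rik* ranged from 4.97 (without Pg replicate 3) to 10.4 (without Pg replicate 1). *Gabrg3* (Co replicate 4 at 4.30, the other Co arrays at 2.61 to 2.89) was 3.13 ± 0.79 (SD) on the log2 scale in Co mice and 5.97 ± 0.87 in Pg mice, a fitted log2 fold change of 2.84 (standard error 0.51, adjusted p = 0.0517 from limma). Only 1 Co and 3 Pg arrays measured it above background, so the size of this change is not well determined. A second tested probe of *Gabrg3* went in the opposite direction, as did 1 of 3 probes of *Pvt1*, and neither was a DEG. Among the 5 lowest in the rank, a non-coding probe that the array lists by its position on chromosome 3 was at least 2.17-fold lower in Pg mice (adjusted p = 0.0573), *Robo2* at least 1.32-fold (adjusted p = 0.0917) and *C030034E14Rik* at least 1.30-fold (adjusted p = 0.0621), as none of their Pg arrays was well above background. The bounds of *Robo2* and *C030034E14Rik* lay under the fold change limit of 1.5, so their DEG calls rest on Pg values not well above background. Without Co replicate 2 the bound of *Robo2* was under 1. *Car14* fell by a fitted 1.76 on the log2 scale (standard error 0.40, adjusted p = 0.0683), with 4 Co and only 2 Pg arrays above background. *Cdk14* was too dim on the Pg arrays for a fold (adjusted p = 0.0398), and 2 of its 3 tested probes were higher. With each array left out in turn, *C87414* was called in all 8 fits, *C230072F16Rik*, *Slc18a1* and *Cdk14* were lost without Co replicate 3, and *Pvt1* without Co replicate 2 or 3. The other 5 were called in 0 to 4 of the 8 fits: *Gabrg3* in 4 (lost without Co replicate 2 or 3 or Pg replicate 1 or 2), the probe on chromosome 3 in 3 (lost without Co replicate 2 or 3 or Pg replicate 1, 2 or 4), *Car14* and *C030034E14Rik* only without Pg replicate 3, and *Robo2* in none.

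**Figure D1:**
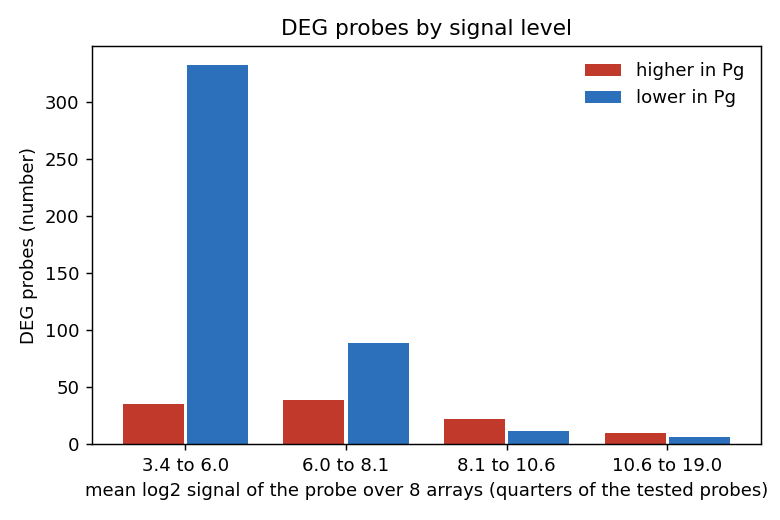
Number of DEG probes higher (red) and lower (blue) in Pg mice than in Co mice, by the mean log2 signal of the probe over the 8 arrays, with the tested probes parted in 4 groups of equal size. The dimmest group held 35 higher and 333 lower DEG probes, and the brightest 10 higher and 6 lower.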

Gene expression patterns substantially differed between Co and Pg mice (**Figure 4B**).

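In a principal component analysis of the tested probes, each centred and scaled to unit variance, the first component took 29.05% of the variance. Its score was −90.2 ± 6.69 (SD, n = 4) in Co mice and 90.2 ± 34.2 (SD, n = 4) in Pg mice. The scores of the Pg arrays were 105, 122, 42.7 and 91.1, all above those of the Co arrays (exact permutation test, two-sided, p = 0.0286). The second component took 17.7% of the variance and did not part the groups (exact permutation test, two-sided, p = 0.886).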

**Figure 4:**
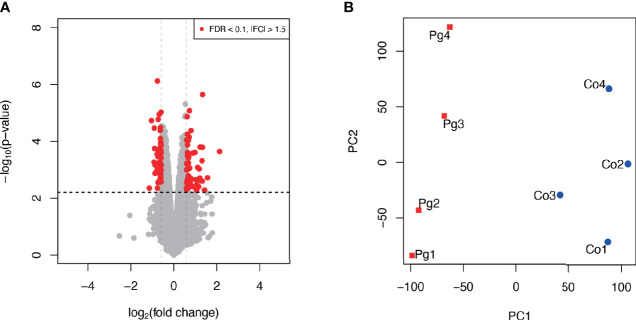
Microarray analysis in the brown adipose tissue between Co and Pg mice at 18 h after *P. gingivalis* injection (n = 4). **(A)** Volcano plot; red plots show genes with FDR q < 0.1 and |fold change| > 1.5. **(B)** Principal component analysis.

### *P. gingivalis* Injection Altered BAT Metabolism

Gene ontology was assessed using GO slim for upregulated (**Figure 5A**) and downregulated (**Figure 5B**) DEGs. 

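The authors' deposited table gives the GO terms of a gene as text, and 15563 of the tested genes had such text. A GO term containing “metabolic process” was found for 10 of the 77 upregulated DEGs with GO text (13%), for 46 of the 313 downregulated DEGs (14.7%) and for 1776 of all tested genes with GO text (11.4%). The shares of the upregulated and downregulated DEGs were not told apart (Fisher's exact test, two-sided, p = 0.856). Among the DEGs of the authors' table with GO text, the term was found for 6 of 43 upregulated (14%) and 7 of 27 downregulated DEGs (25.9%), which were not told apart either (Fisher's exact test, two-sided, p = 0.226). GO slim groups, which gather narrower terms under a broad one, were not analysed here.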

Notably, 42% of upregulated DEGs with GO terms were classified under “metabolic process” in the biological process category, whereas 79% of downregulated DEGs were classified under “metabolic process”.

**Figure 5:**
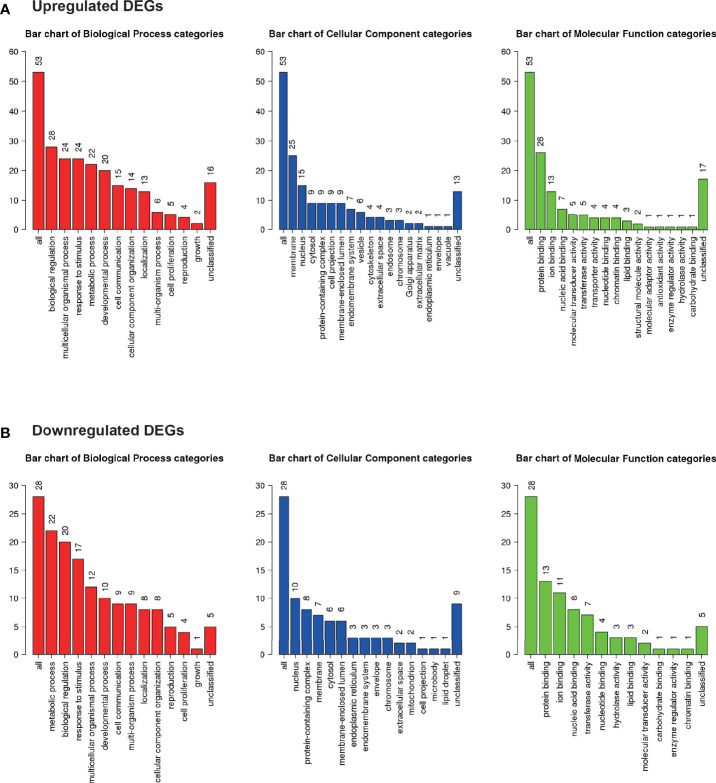
Microarray analysis in the brown adipose tissue between Co and Pg mice (n = 4). Gene Ontology analysis in **(A)** upregulated DEGs and **(B)** downregulated DEGs.

In GO analysis, genes were extracted in accordance with the GO term “lipid metabolic process” or “glucose metabolic process” from all detectable genes through microarray analysis. In total, 615 genes were identified under the GO term “lipid metabolic process” (**Figure 6A**), and 100 genes contained GO term “glucose metabolic process” (**Figure 6B**). 

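The authors' table has 615 entries whose GO text contains “lipid metabolic process”, with 455 gene symbols, and 100 entries with “glucose metabolic process”, with 74 gene symbols. Among the tested probes, 801 probes of 466 genes carried the first term and 137 probes of 75 genes the second. The lipid term included 15 DEG probes of 14 genes (1 higher and 14 lower in Pg mice), 58 probes with an FDR q under 0.1 and 190 with an unadjusted p under 0.05. The glucose term included 2 DEG probes, both lower, 14 probes with an FDR q under 0.1 and 32 with an unadjusted p under 0.05. DEG probes made up 1.87% of the lipid probes and 1.46% of the glucose probes, against 1.51% and 1.52% of the other probes with GO text. Without the filter on dim probes, 8 lipid probes and 0 glucose probes were DEGs in limma.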

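On the genes with the GO text lipid metabolic process, clustering of the 8 arrays (average linkage, 1 minus Pearson's r on probe z-scores) parted all Co arrays from all Pg arrays at its first split, and so it did on the genes with the text glucose metabolic process. Complete linkage with Euclidean distances gave the same groups. The first principal component took 30.45% of the variance of the lipid probes and 33.26% of the glucose probes, and on each the groups did not overlap (exact permutation test, two-sided, p = 0.0286). The first component of all tested probes parted the groups as well (29.05% of the variance), so these splits do not set lipid or glucose genes apart from other genes. The groups did not overlap for 129 of the 801 lipid probes and 21 of the 137 glucose probes, against 15.8% of all tested probes. Among the lipid genes, *Prkaa2* was 8.98 ± 0.05 (SD, n = 4) on the log2 scale in Co mice and 8.35 ± 0.14 in Pg mice, and fell by 0.63 (standard error 0.08, adjusted p = 0.0398 from limma). *Jazf1* was at least 1.48-fold lower (adjusted p = 0.0398), as it was not well above background on any Pg array. This bound lay under the fold change limit, so the DEG call of *Jazf1* rests on Pg values not well above background. *Plcd4* fell by 1.20 (standard error 0.28, adjusted p = 0.0702 from limma), *Acsl1* by 0.81 (adjusted p = 0.0659), where Co replicate 4 lay at 7.12 and the other Co arrays at 7.45 to 7.47, and *Pnpla3* by 0.68 (adjusted p = 0.0714). *Plcg2* was the only lipid DEG that was higher in Pg mice, with a log2 fold change of 0.61 (adjusted p = 0.0774). The glucose DEGs were *Nkx1-1*, which also carries the lipid term and fell by 0.59 (adjusted p = 0.066, above background on 4 Co and 3 Pg arrays), and *Adpgk*, which was too dim on the Pg arrays for a fold. Each of these genes, 7 of the 14 lipid genes and both glucose genes, was named after its values were seen. With each array left out in turn, *Jazf1* remained a DEG in 7 of the 8 fits (lost without Co replicate 3), *Prkaa2* in 6 (lost without Co replicate 3 or Pg replicate 1), *Plcd4* in 2 (lost without Pg replicate 2 or 4 or any of the Co replicates), and the other 5 in 1 each: *Adpgk*, *Acsl1*, *Pnpla3* and *Plcg2* without Pg replicate 3, and *Nkx1-1* without Pg replicate 2. 1 or more of the other tested probes of *Acsl1* and *Plcd4* were higher in Pg mice, without a call.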

As shown in **Figure 6**, Co and Pg mice presented markedly different gene expression patterns for lipid metabolic process and glucose metabolic process.

**Figure 6:**
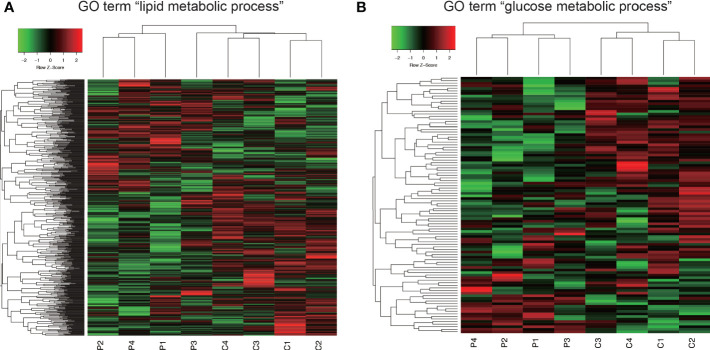
Comprehensive evaluation of gene expression in brown adipose tissue between Co and Pg mice at 18 h after *P. gingivalis* injection. **(A)** Heatmap of genes extracted according to the GO term including “lipid metabolic process”, **(B)** Heatmap of genes extracted according to the GO term including “glucose metabolic process”.

GSEA was performed using hallmark gene sets to evaluate the differences in mRNA expression patterns in the BAT between Co and Pg mice. Upregulated gene sets with an FDR q < 0.15 are listed in **Table 1**. 

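The heatmaps of Fig. 7 show the core enrichment genes of each gene set, which GSEA had chosen on these arrays. Of the 40 genes in Fig. 7A, 38 were tested, and 36 of these were higher and 2 lower in Pg mice, with a median log2 fold change of 0.28. The DEGs among them were *Klf2*, 10.92 ± 0.31 (SD, n = 4) on the log2 scale in Co mice and 11.79 ± 0.18 in Pg mice (log2 fold change 0.87, standard error 0.16, adjusted p = 0.0528 from limma), and *Tnfaip3*, with a log2 fold change of 0.70 (adjusted p = 0.0509). Both lost the call without Co replicate 2 or 3, and *Klf2* also without Pg replicate 1. *Bcl3* was higher by 0.78 (adjusted p = 0.149) and *Egr1* by 0.77 (adjusted p = 0.182). Of the 20 genes in Fig. 7B, 19 were tested and all were higher, with a median of 0.25 and no DEG in limma, 4 with an unadjusted p under 0.05 and 1 DEG with the median signal without background subtraction. The largest changes were 0.81 for *Csf2rb* (adjusted p = 0.105), 0.55 for *Cxcl10* (adjusted p = 0.73, above background on 3 Co and 3 Pg arrays) and 0.49 for *Itga4* (adjusted p = 0.514). For *Csf2rb*, Pg replicate 3 lay at 6.53 and the other Pg arrays at 7.41 to 7.46, and its other tested probe was lower in Pg mice. For *Cxcl10*, Co replicate 1 lay at 2.53 and the other Co arrays at 4.49 to 5.58. The Pg arrays of *Itga4* ranged from 5.30 to 6.97 and its Co arrays from 5.33 to 6.05. Of the 34 genes in Fig. 7C, 33 were tested, 32 higher and 1 lower, with a median of 0.32. *Has2* was a DEG (log2 fold change 0.88, adjusted p = 0.0517), which lost the call without Co replicate 2, 3 or 4 or Pg replicate 1. *Ffar2* was higher by 1.63 (adjusted p = 0.133) and *Kcna3* by 0.71 (adjusted p = 0.288, above background on 2 Co and 2 Pg arrays). The values of the groups did not overlap for 5, 0 and 4 of the tested genes of Fig. 7A, 7B and 7C. Chance gives 2.86%, but 15.8% of all tested probes did not overlap, and these genes were chosen on these arrays, so the counts are no evidence of their own.

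Over all probes tested, 3, 0 and 2 of these genes had an FDR q under 0.1. Adjusted over the list alone, 7, 0 and 2 did, which is not independent evidence. With normexp, with the median signal and with the 75th percentile, 36, 19 and 32 genes were higher as well. A list of 37 interferon response genes, 5 of which are core enrichment genes of Fig. 7, was fixed without use of these arrays. Of its 35 tested genes, 33 were higher in Pg mice, with a median log2 fold change of 0.37, which fell to 0.20 (29 higher) without Pg replicate 2. limma's camera with an inter-gene correlation of 0.01 gave an adjusted p of 9.70e-07, which did not hold with the correlation estimated from the arrays (0.8) or with limma's fry (0.433). Its only DEG was *Dhx58*, with a log2 fold change of 0.76 (adjusted p = 0.0796), called in 1 of the 8 fits with an array left out (without Pg replicate 3). Adjusted over the list alone, 2 of the genes had a q under 0.1, as many as over all probes. With 1 array left out, the median was 0.43 for Fig. 7A without Pg replicate 3 and 0.20 for Fig. 7C without Pg replicate 2. A list of acute phase and endotoxin response genes was not shifted (adjusted p = 0.274 from camera), with 17 of 29 genes higher. Its DEGs were *Tnfaip3* and *Icam1*, which was higher by 0.74 (adjusted p = 0.0755) and called in 1 of the 8 fits (without Pg replicate 3).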

Several inflammation-related gene sets were enriched in the BAT of Pg mice, including the TNFα signaling *via* NFκB gene set (**Figure 7A**; normalized enrichment score (NES) = 1.73, q = 0.013), IL6/JAK/STAT3 signaling gene set (**Figure 7B**; NES = 1.71, q = 0.013) (**Figure 7B**), and inflammatory response gene set (**Figure 7C**; NES = 1.69, q = 0.014). Furthermore, TGF beta; signaling gene set was also enriched (**Figure 7D**; NES = 1.43, q = 0.066). However, only 3 downregulated gene sets with an FDR q < 0.15 were identified (**Table 2**). 

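All 11 core enrichment genes of Fig. 7D were tested, and all were higher in Pg mice, with a median log2 fold change of 0.33. None was a DEG in limma, and 6 had an unadjusted p under 0.05. An FDR q under 0.1 was found for 5 of them over all probes tested and for 7 adjusted over the list alone, which GSEA had chosen on these arrays, so that the second count is not independent evidence. *Id1* was 11.58 ± 0.10 (SD, n = 4) on the log2 scale in Co mice and 12.08 ± 0.13 in Pg mice, a change of 0.50 (standard error 0.09, adjusted p = 0.0493 from limma) that lay under the fold change limit. *Tgif1* was higher by 0.48 (adjusted p = 0.0916) and *Ltbp2* by 0.41 (adjusted p = 0.0555). The groups did not overlap for 6 of the 11 genes, against 2.86% by chance and 15.8% of all tested probes, a count that the choice of the genes on these arrays also raises. A list of 19 TGF-β and BMP target genes, 5 of which are also in Fig. 7D, had 14 genes higher and 5 lower in Pg mice, with a median of 0.11, between 0.05 (without Pg replicate 4) and 0.18 (without Pg replicate 3) with 1 array left out (adjusted p = 0.0881 from camera). Adjusted over the list alone, 4 of them had an FDR q under 0.1, against 3 over all probes. The adjusted p of the list was 0.0272 without Co replicate 3 and 0.0129 without Pg replicate 3, and between 0.0649 and 0.8 under the other alternatives.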

The cholesterol homeostasis gene set (**Figure 8A**; NES = −1.56, q = 0.110) and PI3K/Akt/mTOR signaling gene set (**Figure 8B**; NES = −1.49, q = 0.149) in BAT was downregulated in Pg mice.

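Of the 11 core enrichment genes of Fig. 8A, 9 were tested, and 7 of these were lower and 2 higher in Pg mice, with a median log2 fold change of −0.41. *Anxa13* was at least 6.88-fold lower (adjusted p = 0.117 from limma), as it was not well above background on any Pg array, and its bound leaves this median unchanged. The bound was 3.16-fold without Co replicate 1 and 10.8-fold without Co replicate 4. The DEGs were *Chka*, 7.12 ± 0.18 (SD, n = 4) on the log2 scale in Co mice and 6.30 ± 0.33 in Pg mice (a log2 fold change of −0.82, standard error 0.17, adjusted p = 0.0598 from limma), and *Nfil3*, which fell by 0.82 (adjusted p = 0.0616). *Chka* was called only without Pg replicate 3 and *Nfil3* only without Co replicate 4 or Pg replicate 3 when single arrays were left out. Of the 17 genes of Fig. 8B, 16 were lower and 1 higher, with a median of −0.26. None was a DEG in limma, and 7 had an unadjusted p under 0.05. *Rps6ka3* was lower by the largest amount and fell by 0.89 (adjusted p = 0.191), where Co replicate 1 lay at 10.8 and the other Co arrays at 9.09 to 9.33, and another of its 4 tested probes was a DEG, also lower. *Sla* fell by 0.77 (adjusted p = 0.524), measured above background on 3 Co and 2 Pg arrays, with Co replicate 2 at 4.09 and the other Co arrays at 4.62 to 4.73. *Cdkn1a* fell by 0.40 (standard error 0.34, adjusted p = 0.52), where Co replicate 1 lay at 12.61 and the other Co arrays at 11.18 to 12.09. The groups did not overlap for 6 genes of each panel, where chance gives 2.86% and all tested probes gave 15.8%, and the choice of the genes on these arrays also raises these counts. An FDR q under 0.1 was found for 5 and 2 genes over all probes tested and for 6 and 7 adjusted over the list alone, which is not independent evidence for genes chosen on these arrays. *Ebp* of Fig. 8A, which was higher in Pg mice by 0.24 (adjusted p = 0.0824 from limma), is among those without overlap and with such a q over all probes.

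On lists fixed without use of these arrays, camera found no shift of 23 cholesterol synthesis and uptake genes (adjusted p = 0.903, direction up with a median and mean log2 fold change of −0.01, 10 higher and 13 lower, direction down in fry), of 24 insulin and PI3K signaling genes (adjusted p = 0.946, direction up with a median of 0.01 and a mean of −0.03, direction down in fry and with the 75th percentile) or of 20 fatty acid synthesis genes (adjusted p = 0.946, direction down, median −0.05, mean −0.08). Adjusted over the list alone, 8, 0 and 1 of their genes had an FDR q under 0.1, against 3, 0 and 1 over all probes. From the lower cholesterol homeostasis and PI3K/Akt/mTOR gene sets, the expression patterns of lipid and glucose metabolic process and the larger share of metabolic process among downregulated DEGs, the paper proposes that *P. gingivalis* injection altered the metabolic function of the BAT. From its qPCR of the BAT, the paper also proposes altered lipid metabolism (lower *Lipe* and *Pnpla2*). For lower *Pparg*, *Ucp1* and *Cidea* it proposes a potential change of glucose and lipid metabolism. From the lower PI3K/Akt/mTOR gene set, which it reads as lower insulin signaling, it further proposes that the injection may decrease glucose homeostasis and insulin sensitivity in brown adipocytes.

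**Figure D2:**
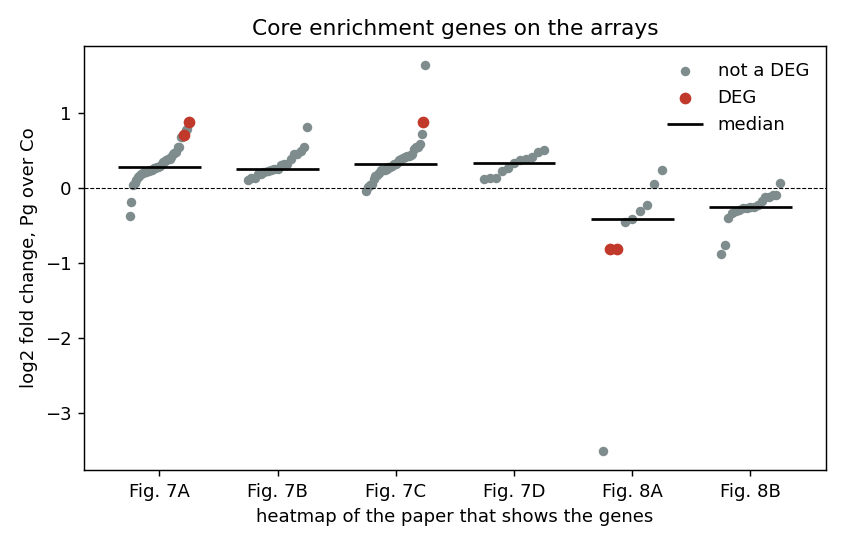
log2 fold change of each tested core enrichment gene, Pg over Co mice, by the heatmap of the paper that shows it. Points are genes, red where a DEG, and black lines are medians, which were above 0 for Fig. 7A to D and below 0 for Fig. 8A and B. The lowest point is *Anxa13*, whose Pg values were not well above background.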

**Table 1:** Gene sets enriched in Pg mice at 18 h after *P. gingivalis* injection.

Gene set	Size	NES	normal p-value	FDR q-value
allograft rejection	94	2.29	<0.001	<0.001
interferon alpha response	65	2.14	<0.001	<0.001
interferon gamma response	129	1.98	<0.001	0.001
TNFα signaling *via* NFκB	121	1.73	<0.001	0.013
IL6/JAK/STAT3 signaling	44	1.71	0.004	0.013
inflammatory response	96	1.69	0.002	0.014
coagulation	75	1.68	0.002	0.013
IL2-STAT5 signaling	114	1.68	0.002	0.011
apical junction	112	1.55	0.002	0.035
epithelial mesenchymal transition	117	1.49	0.013	0.051
KRAS signaling up	120	1.45	0.014	0.063
TGF beta signaling	31	1.43	0.042	0.066
estrogen response late	108	1.38	0.045	0.093
complement	115	1.37	0.039	0.093
angiogenesis	16	1.35	0.150	0.098

**Figure 7:**
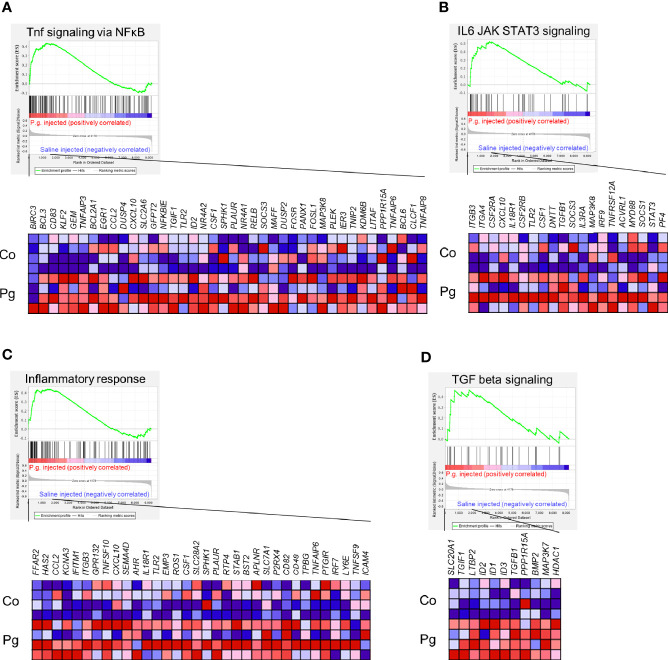
Gene sets enriched in Pg mice at 18 h after *P. gingivalis* injection (n = 4). Gene sets about **(A)** TNFα signaling *via* NFκB, **(B)** IL6/JAK/STAT3 signaling, **(C)** Inflammatory response, and **(D)** TGF-β signaling. A heatmap provided illustrating gene expression levels for each gene in the core enrichment subset (blue: low, red: high). NES, normalized enrichment score.

**Table 2:** Gene sets downregulated in Pg mice at 18 h after *P. gingivalis* injection.

Gene set	Size	NES	normal p-value	FDR q-value
KRAS signaling dn	74	−1.66	0.004	0.086
cholesterol homeostasis	46	−1.56	0.010	0.110
PI3K/Akt/mTOR signaling	61	−1.49	0.020	0.149

**Figure 8:**
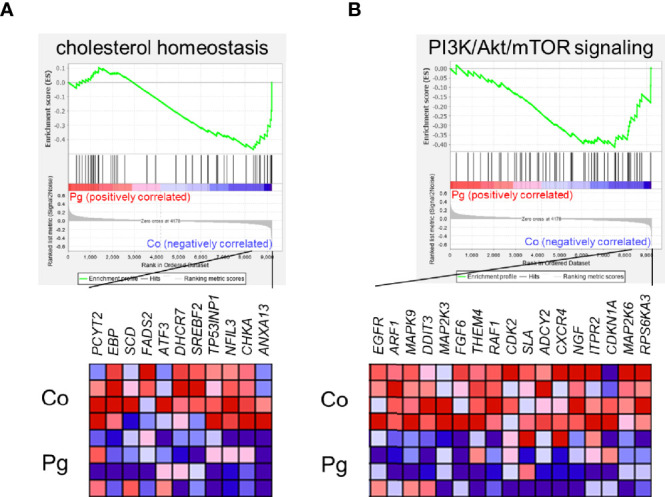
Gene sets downregulated in Pg mice compared to Co mice at 18 h after *P. gingivalis* injection (n = 4). Gene sets about **(A)** cholesterol homeostasis, and **(B)** PI3K/Akt/mTOR signaling. A heatmap provided illustrating gene expression levels for each gene in the core enrichment subset (blue: low, red: high). NES, normalized enrichment score.

### *P. gingivalis* Injection Downregulated the Transcript Levels of Several Relevant BAT Marker Genes and Endocrine-Derived Factors from BAT

The expression levels of uncoupling protein 1 (*Ucp1*) and cell death-inducing DNA fragmentation factor, alpha subunit-like effector A (*Cidea*), which are BAT markers, were significantly downregulated in the BAT of Pg mice compared to those in Co mice, although the expression levels of fatty acid desaturase 3 (*Fads3*), a white adipocyte tissue marker, was comparable between Co and Pg mice (**Figure 9A**). Interleukin 6 (*Il6*) expression in the BAT of Pg mice tended to be increased in Pg mice. The expression of fibroblast growth factor 21 (*Fgf21*) and ceramide synthase 3 (T3) (*Cers3*) was not significantly altered in the BAT after *P. gingivalis* injection. However, chemokine (C-X-C motif) ligand 14 (*Cxcl14*) and neuregulin 4 (*Nrg4*) expression were significantly downregulated in the BAT of Pg mice compared to those of Co mice (**Figure 9B**).

**Figure 9:**
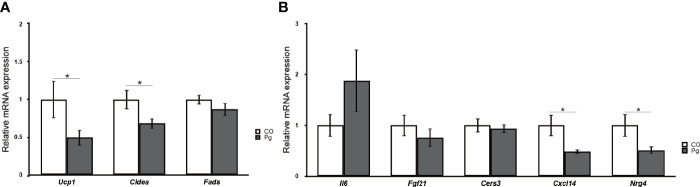
Quantitative reverse-transcription PCR analysis in the brown adipose tissues at 18 h after *P. gingivalis* injection (n = 7). **(A)** *Ucp1*, *Cidea*, *Fads*, **(B)** *Il6*, *Fgf21*, *Cers3*, *Cxcl14*, *Nrg4* expression in the brown adipose tissues (means ± SE). *P < 0.05.

## Discussion

A previous epidemiological study showed an association between periodontal disease and obesity in 1998 (Saito et al., 1998). In addition, another paper showed the causal effects of *P. gingivalis* infection that increased body weight in mice (Yoneda et al., 2012). We also reported that multiple intravenous injections of sonicated *P. gingivalis* increased body weight and the accumulation of visceral and subcutaneous fats in mice fed high-fat diet (Sasaki et al., 2018). However, the mechanisms, especially the direct effects of *P. gingivalis* infection on adipocytes still remained unclear, and this study was conducted to address this issue.

In this study, endotoxemia was induced through an intravenous injection of ultrasonicated *P. gingivalis* to simulate endotoxemia by periodontal disease. Endotoxemia occurs in patients with severe periodontal diseases (Ide et al., 2004; Forner et al., 2006; Tonetti et al., 2007). *P. gingivalis* is a representative periodontal pathogen and contains various virulence factors including lipopolysaccharide, fimbriae, and enzymes (Kolenbrander et al., 2002). In addition, we have recently reported that only *P. gingivalis* infection, but not other periodontopathic bacteria including *Aggregatibacter actinomycetemcomitans* and *Fusobacterium nucleatum*, is significantly associated with intramuscular adipose tissue content in the lumbar muscles (Watanabe et al., 2020). Based on the above results, we focused on *P. gingivalis* infection. Although only a single oral administration of periodontal pathogen could not cause periodontitis in mice (Lalla et al., 1998; Lalla et al., 2000), the purpose of this study was to observe the differences in gene expression due to endotoxemia induced by *P. gingivalis* in adipocytes. Thus, we used mice fed normal chow and performed only a single injection of *P. gingivalis*.

Interscapular fat is different from other adipose tissues, such as visceral and subcutaneous adipose tissues. Interscapular fat is rich in brown adipocytes; whereas, visceral and subcutaneous adipose tissues are rich in white adipocytes (Wang and Seale, 2016). BAT differs from white adipose tissue which works as an energy storage, and BAT can generate heat and expend energy by consuming glucose and fatty acid. (Nedergaard and Cannon, 2010). Since several reports have shown that BAT is present in adult humans (Cypess et al., 2009; Saito et al., 2009), numerous studies have been performed to prevent and improve obesity and metabolic diseases by focusing on the BAT (van der Lans et al., 2013; Yoneshiro et al., 2013; Hiraike et al., 2017).

Macrophages themselves produce inflammatory cytokines including TNF-α and CCL2. M1 macrophages produce inflammatory cytokines whereas M2 macrophages suppress inflammation (Lumeng et al., 2007). Interestingly, *Tnfa* and *Ccl2* expression were upregulated exclusively in the BAT after *P. gingivalis* injection without infiltration of inflammatory M1 macrophages, which suggests that *P. gingivalis* injection altered adipocytokine production in non-macrophage cells from the BAT, potentially brown adipocytes. The downregulation of *Lipe* and *Pnpla2* expression in the BAT suggested that *P. gingivalis* injection altered lipid metabolism in BAT. However, only a single *P. gingivalis* injection did not alter adipocyte size, although there is a possibility that multiple and long-term *P. gingivalis* injections can cause hypertrophy of adipocytes in BAT. *Adipoq* and *Pparg* expression in BAT were downregulated by *P. gingivalis* injection, even though there was no significant difference in the expression of *Adipoq* and *Pparg* in eWAT and iWAT between Co and Pg mice. Adiponectin is an adipocyte-derived hormone that improves dyslipidemia and insulin resistance (Yamauchi et al., 2001), and activation of the adiponectin receptor can improve obesity-related diseases (Okada-Iwabu et al., 2013). *Pparg* regulates glucose and lipid metabolism (Berger and Moller, 2002) and directly regulates numerous genes involved in the functions of adipocytes, lipid transport, insulin signaling, and adipokine production (Lehrke and Lazar, 2005). Agonist PPARγ ligands are already used for the treatment of type 2 diabetes (Lehmann et al., 1995). Furthermore, adiponectin expression is controlled by PPARγ. In obesity, inflammation is known to inhibit PPARγ expression and function, thus inhibiting its direct targets such as adiponectin (Guilherme et al., 2008). Therefore, our result about downregulation of *Adipoq* could be an indirect effect of downregulation in *Pparg* expression.

Microarray analysis also revealed the possibility of alterations in glucose and lipid metabolisms. GSEA supports these results since the “cholesterol homeostasis” and “PI3K/Akt/mTOR” gene sets were downregulated. Downregulation of PI3K/Akt/mTOR signaling gene set indicates downregulation of insulin signaling (Taniguchi et al., 2006). As previously reported, BAT is also associated with glucose homeostasis and insulin sensitivity. Therefore, this result suggests that *P. gingivalis* injection may cause a decrease in glucose homeostasis and insulin sensitivity in brown adipocytes (Stanford et al., 2013). Cholesterol imbalance has been recognized as a feature of obese adipocytes (Yu et al., 2010). Downregulation of cholesterol homeostasis gene set suggested that this can be extrapolated to obese mice. As previously reported, TGF-β levels correlate with obesity in mice (Samad et al., 1997; Samad et al., 1999) and humans (Alessi et al., 2000; Fain et al., 2005; Lin et al., 2009). Moreover, systemic blockade of TGF-β signaling protected mice from obesity, diabetes, and hepatic steatosis in a previous study (Yadav et al., 2011). Thus, upregulation of TGF-β signaling also indicates that the BAT in Pg mice may be the similar state to that in obese mice. In addition, we showed differential gene expression patterns for lipid metabolic process and glucose metabolic process between Co and Pg mice, and the percentage of downregulated “metabolic process” DEGs in the biological process category were larger than upregulated DEGs. These results suggested that metabolic function in the BAT was altered by *P. gingivalis* injection. On the other hand, inflammation-related gene sets, TNF-α signaling *via* NF-κB gene set, IL6/JAK/STAT3 signaling gene set, and inflammatory response gene set, were enriched in the BAT, concurrent with the results of quantitative PCR, and supported evidence regarding inflammation in the BAT after *P. gingivalis* injection.

Surprisingly, just a single intravenous injection of *P. gingivalis* downregulated the expression of *Ucp1* and *Cidea* in the BAT. UCP1 is specific and responsible for heat production in the BAT and is involved in ATP synthesis (Nedergaard et al., 2005). Loss of UCP1 function enhanced obesity in mice on a high-fat diet (Feldmann et al., 2009). In addition, *Cidea* is a specific and important gene in BAT that regulates adipocyte differentiation and tight coupling of lipolysis and lipogenesis (Wang and Seale, 2016). CIDEA, a lipid droplet protein, and UCP1 are regulated by PPARγ (Berger and Moller, 2002; Puri et al., 2008). Based on these results and the fact that BAT consumes high amount of glucose (Shibata et al., 1989; Liu et al., 1994), we suggest that the intravenous injection of sonicated *P. gingivalis* downregulated the expression of *Pparg* followed by *Ucp1* and *Cidea*, potentially altering glucose and lipid metabolism. In this study, *Il6* expression tended to be increased in BAT from Pg mice. IL-6 is widely recognized as a batokine, it is a BAT-derived secretable factor with pleiotropic actions, mediating glucose homeostasis, insulin sensitivity, and thermogenesis in BAT (Stanford et al., 2013; Villarroya et al., 2017), which is against classic inflammation-mediated effects and performs relevant metabolic functions by increasing insulin sensitivity in the muscle, promoting browning of WAT and M2 macrophage polarization (Mauer et al., 2014) or more recently, mediating stress responses and liver gluconeogenesis (Qing et al., 2020). In addition, just a single intravenous injection of *P. gingivalis* downregulated the expression of *Cxcl14* and *Nrg4* in the BAT. These endocrine-derived factors from BAT can affect distant organs. CXCL14 from BAT appears to influence the recruitment of M2 macrophages to subcutaneous WAT. In addition, a lack of CXCL14 in BAT correlated with an impairment of BAT function (Cereijo et al., 2018). Nrg4 from BAT acts on the liver to attenuate hepatic lipogenic signaling (Wang et al., 2014). Our results support the previous report that *P. gingivalis* infection promoted liver steatosis in mice (Sasaki et al., 2018). These results suggested that endotoxemia due to *P. gingivalis* directly affects the endocrine function in the BAT.

We previously reported that intravenous injections of sonicated *P. gingivalis*; twice per week for 12 weeks, increased visceral and subcutaneous fat, impaired glucose tolerance and insulin resistance, and resulted in liver steatosis and inflammation in mice administered a high-fat diet (Sasaki et al., 2018). In addition, a few other studies have reported the effect of *P. gingivalis* on adipocytes. Adiponectin was significantly downregulated in 3T3-L1 adipocytes treated with *P. gingivalis* LPS rather than with *Escherichia coli* LPS (Le Sage et al., 2017). Furthermore, successful periodontal treatment increased serum adiponectin levels in patients with type 2 diabetes (Bharti et al., 2013). Although the main contributor of systemic adiponectin level is the WATs, not the BAT (Giralt et al., 2016), in our results and from previous reports may indicate circulation levels of adiponectin may be different between Co and Pg mice. However, we feel it is difficult to detect differences in only one time point experiment at 18 h after *P. gingivalis* injection. Thus, further studies, especially long term and with multiple *P. gingivalis* injections evaluating systemic effects by altering BAT metabolism are required to determine the effect of periodontal infection on adipose tissues. In addition, BAT function is mainly controlled by brown adipose tissues, but also is controlled by several other cells including preadipocyes, endothelial cells, immune cells, and sympathetic neurons (Cannon and Nedergaard, 2010; Villarroya et al., 2018). Therefore, it is unclear whether our results are direct effects of *P. gingivalis* endotoxemia on brown adipocytes. Further *in vitro* studies are required to determine the specific pathways of *P. gingivalis* endotoxemia on isolated brown adipocytes.

In conclusion, endotoxemia due to sonicated *P. gingivalis* may directly affect the endocrine function in the BAT. Moreover, periodontal bacterial infections potentially cause alterations in BAT functional markers and immunometabolic characteristics. To our knowledge, this is the first study to comprehensively evaluate gene expression profiles in BAT after endotoxemia-induction through *P. gingivalis* injection in mice. The present results suggest that endotoxemia by *P. gingivalis* affects obesity by disrupting adipocyte function.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE 153516.

## Ethics Statement

The animal study was reviewed and approved by the Animal Care Committee of the Experimental Animal Center at Tokyo Medical and Dental University.

## Author Contributions

MH and YO performed most of the experiments and wrote the first draft of the manuscript. HNii, KM, YT, SY, TShim, NS, SM, TShib, TH, HTo, HTa, and TI assisted in some studies and reviewed the manuscript. SK and HNit supervised all the studies and the writing of the manuscript. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported by the Japan Society for the Promotion of Science (20H03863 to SK, 19K24062 to NS, 19K18989 to SM, and 19K19016 to TShib).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## References

[B1] AlessiM. C.BastelicaD.MorangeP.BerthetB.LeducI.VerdierM. (2000). Plasminogen activator inhibitor 1, transforming growth factor-beta1, and BMI are closely associated in human adipose tissue during morbid obesity. Diabetes 49 (8), 1374–1380. 10.2337/diabetes.49.8.1374 10923640

[B2] Al-ZahraniM. S.BissadaN. F.BorawskitE. A. (2003). Obesity and periodontal disease in young, middle-aged, and older adults. J. Periodontol. 74 (5), 610–615. 10.1902/jop.2003.74.5.610 12816292

[B3] BergerJ.MollerD. E. (2002). The Mechanisms of Action of PPARs. Annu. Rev. Med. 53 (1), 409–435. 10.1146/annurev.med.53.082901.104018 11818483

[B4] Berrington de GonzalezA.HartgeP.CerhanJ. R.FlintA. J.HannanL.MacInnisR. J. (2010). Body-mass index and mortality among 1.46 million white adults. N Engl. J. Med. 363 (23), 2211–2219. 10.1056/NEJMoa1000367 21121834PMC3066051

[B5] BhartiP.KatagiriS.NittaH.NagasawaT.KobayashiH.TakeuchiY. (2013). Periodontal treatment with topical antibiotics improves glycemic control in association with elevated serum adiponectin in patients with type 2 diabetes mellitus. Obes. Res. Clin. Pract. 7 (2), e129–e138. 10.1016/j.orcp.2011.11.005 24331774

[B6] CannonB.NedergaardJ. (2010). Metabolic consequences of the presence or absence of the thermogenic capacity of brown adipose tissue in mice (and probably in humans). Int. J. Obes. (Lond) 34 Suppl 1, S7–16. 10.1038/ijo.2010.177 20935668

[B7] CereijoR.Gavaldà-NavarroA.CairóM.Quesada-LópezT.VillarroyaJ.Morón-RosS. (2018). CXCL14, a Brown Adipokine that Mediates Brown-Fat-to-Macrophage Communication in Thermogenic Adaptation. Cell Metab. 28 (5), 750–763.e756. 10.1016/j.cmet.2018.07.015 30122557

[B8] CypessA. M.LehmanS.WilliamsG.TalI.RodmanD.GoldfineA. B. (2009). Identification and importance of brown adipose tissue in adult humans. N Engl. J. Med. 360 (15), 1509–1517. 10.1056/NEJMoa0810780 19357406PMC2859951

[B9] FainJ. N.TichanskyD. S.MadanA. K. (2005). Transforming growth factor beta1 release by human adipose tissue is enhanced in obesity. Metabolism 54 (11), 1546–1551. 10.1016/j.metabol.2005.05.024 16253647

[B10] FeldmannH. M.GolozoubovaV.CannonB.NedergaardJ. (2009). UCP1 Ablation Induces Obesity and Abolishes Diet-Induced Thermogenesis in Mice Exempt from Thermal Stress by Living at Thermoneutrality. Cell Metab. 9 (2), 203–209. 10.1016/j.cmet.2008.12.014 19187776

[B11] FigueroE.HanY. W.FuruichiY. (2020). Periodontal diseases and adverse pregnancy outcomes: Mechanisms. Periodontol. 2000 83 (1), 175–188. 10.1111/prd.12295 32385886

[B12] FornerL.NielsenC. H.BendtzenK.LarsenT.HolmstrupP. (2006). Increased plasma levels of IL-6 in bacteremic periodontis patients after scaling. J. Clin. Periodontol. 33 (10), 724–729. 10.1111/j.1600-051x.2006.00964.x 16901299

[B13] FujisakaS.UsuiI.BukhariA.IkutaniM.OyaT.KanataniY. (2009). Regulatory mechanisms for adipose tissue M1 and M2 macrophages in diet-induced obese mice. Diabetes 58 (11), 2574–2582. 10.2337/db08-1475 19690061PMC2768159

[B14] GencoR. J.BorgnakkeW. S. (2020). Diabetes as a potential risk for periodontitis: association studies. Periodontol. 2000 83 (1), 40–45. 10.1111/prd.12270 32385881

[B15] GiraltM.CereijoR.VillarroyaF. (2016). Adipokines and the Endocrine Role of Adipose Tissues. Handb. Exp. Pharmacol. 233, 265–282. 10.1007/164_2015_6 25903415

[B16] GuilhermeA.VirbasiusJ. V.PuriV.CzechM. P. (2008). Adipocyte dysfunctions linking obesity to insulin resistance and type 2 diabetes. Nat. Rev. Mol. Cell Biol. 9 (5), 367–377. 10.1038/nrm2391 18401346PMC2886982

[B17] HiraikeY.WakiH.YuJ.NakamuraM.MiyakeK.NaganoG. (2017). NFIA co-localizes with PPARγ and transcriptionally controls the brown fat gene program. Nat. Cell Biol. 19 (9), 1081–1092. 10.1038/ncb3590 28812581PMC5885759

[B18] HotamisligilG. S. (2006). Inflammation and metabolic disorders. Nature 444 (7121), 860–867. 10.1038/nature05485 17167474

[B19] IdeM.JagdevD.CowardP. Y.CrookM.BarclayG. R.WilsonR. F. (2004). The Short-Term Effects of Treatment of Chronic Periodontitis on Circulating Levels of Endotoxin, C-Reactive Protein, Tumor Necrosis Factor-α, and Interleukin-6. J. Periodontol. 75 (3), 420–428. 10.1902/jop.2004.75.3.420 15088881

[B20] KadowakiT.YamauchiT.KubotaN.HaraK.UekiK.TobeK. (2006). Adiponectin and adiponectin receptors in insulin resistance, diabetes, and the metabolic syndrome. J. Clin. Invest. 116 (7), 1784–1792. 10.1172/jci29126 16823476PMC1483172

[B21] KatagiriS.NittaH.NagasawaT.IzumiY.KanazawaM.MatsuoA. (2010). High prevalence of periodontitis in non-elderly obese Japanese adults. Obes. Res. Clin. Pract. 4 (4), e247–e342. 10.1016/j.orcp.2010.08.005 24345696

[B22] KeyT. J.ApplebyP. N.ReevesG. K.RoddamA.DorganJ. F.LongcopeC. (2003). Body mass index, serum sex hormones, and breast cancer risk in postmenopausal women. J. Natl. Cancer Inst. 95 (16), 1218–1226. 10.1093/jnci/djg022 12928347

[B23] KolenbranderP. E.AndersenR. N.BlehertD. S.EglandP. G.FosterJ. S.PalmerR. J. (2002). Communication among Oral Bacteria. Microbiol. Mol. Biol. Rev. 66 (3), 486–505. 10.1128/mmbr.66.3.486-505.2002 12209001PMC120797

[B24] KomazakiR.KatagiriS.TakahashiH.MaekawaS.ShibaT.TakeuchiY. (2017). Periodontal pathogenic bacteria, Aggregatibacter actinomycetemcomitans affect non-alcoholic fatty liver disease by altering gut microbiota and glucose metabolism. Sci. Rep. 7 (1), 13950. 10.1038/s41598-017-14260-9 29066788PMC5655179

[B25] LallaE.LamsterI. B.FeitM.HuangL.SchmidtA. M. (1998). A murine model of accelerated periodontal disease in diabetes. J. Periodontal. Res. 33 (7), 387–399. 10.1111/j.1600-0765.1998.tb02335.x 9842504

[B26] LallaE.LamsterI. B.FeitM.HuangL.SpessotA.QuW. (2000). Blockade of RAGE suppresses periodontitis-associated bone loss in diabetic mice. J. Clin. Invest. 105 (8), 1117–1124. 10.1172/jci8942 10772656PMC300834

[B27] Le SageF.MeilhacO.GonthierM.-P. (2017). Porphyromonas gingivalis lipopolysaccharide induces pro-inflammatory adipokine secretion and oxidative stress by regulating Toll-like receptor-mediated signaling pathways and redox enzymes in adipocytes. Mol. Cell. Endocrinol. 446, 102–110. 10.1016/j.mce.2017.02.022 28216438

[B28] LehmannJ. M.MooreL. B.Smith-OliverT. A.WilkisonW. O.WillsonT. M.KliewerS. A. (1995). An antidiabetic thiazolidinedione is a high affinity ligand for peroxisome proliferator-activated receptor gamma (PPAR gamma). J. Biol. Chem. 270 (22), 12953–12956. 10.1074/jbc.270.22.12953 7768881

[B29] LehrkeM.LazarM. A. (2005). The Many Faces of PPARγ. Cell 123 (6), 993–999. 10.1016/j.cell.2005.11.026 16360030

[B30] LiD.MorrisJ. S.LiuJ.HassanM. M.DayR. S.BondyM. L. (2009). Body mass index and risk, age of onset, and survival in patients with pancreatic cancer. Jama 301 (24), 2553–2562. 10.1001/jama.2009.886 19549972PMC2760963

[B31] LiberzonA.BirgerC.ThorvaldsdottirH.GhandiM.MesirovJ. P.TamayoP. (2015). The Molecular Signatures Database (MSigDB) hallmark gene set collection. Cell Syst. 1 (6), 417–425. 10.1016/j.cels.2015.12.004 26771021PMC4707969

[B32] LichtmanM. A. (2010). Obesity and the risk for a hematological malignancy: leukemia, lymphoma, or myeloma. Oncologist 15 (10), 1083–1101. 10.1634/theoncologist.2010-0206 20930095PMC3227901

[B33] LinY.NakachiK.ItoY.KikuchiS.TamakoshiA.YagyuK. (2009). Variations in serum transforming growth factor-beta1 levels with gender, age and lifestyle factors of healthy Japanese adults. Dis. Markers 27 (1), 23–28. 10.3233/dma-2009-0643 19822955PMC3834674

[B34] LiuX.PérusseF.BukowieckiL. J. (1994). Chronic norepinephrine infusion stimulates glucose uptake in white and brown adipose tissues. Am. J. Physiol. 266 (3 Pt 2), R914–R920. 10.1152/ajpregu.1994.266.3.R914 8160886

[B35] LumengC. N.BodzinJ. L.SaltielA. R. (2007). Obesity induces a phenotypic switch in adipose tissue macrophage polarization. J. Clin. Invest. 117 (1), 175–184. 10.1172/jci29881 17200717PMC1716210

[B36] MacInnisR. J.EnglishD. R. (2006). Body size and composition and prostate cancer risk: systematic review and meta-regression analysis. Cancer Causes Control 17 (8), 989–1003. 10.1007/s10552-006-0049-z 16933050

[B37] MauerJ.ChaurasiaB.GoldauJ.VogtM. C.RuudJ.NguyenK. D. (2014). Signaling by IL-6 promotes alternative activation of macrophages to limit endotoxemia and obesity-associated resistance to insulin. Nat. Immunol. 15 (5), 423–430. 10.1038/ni.2865 24681566PMC4161471

[B38] NassarH.KantarciA.van DykeT. E. (2007). Diabetic periodontitis: a model for activated innate immunity and impaired resolution of inflammation. Periodontol. 2000 43, 233–244. 10.1111/j.1600-0757.2006.00168.x 17214841PMC2034354

[B39] NedergaardJ.RicquierD.KozakL. P. (2005). Uncoupling proteins: current status and therapeutic prospects. EMBO Rep. 6 (10), 917–921. 10.1038/sj.embor.7400532 16179945PMC1369193

[B40] NedergaardJ.CannonB. (2010). The changed metabolic world with human brown adipose tissue: therapeutic visions. Cell Metab. 11 (4), 268–272. 10.1016/j.cmet.2010.03.007 20374959

[B41] Okada-IwabuM.YamauchiT.IwabuM.HonmaT.HamagamiK.MatsudaK. (2013). A small-molecule AdipoR agonist for type 2 diabetes and short life in obesity. Nature 503 (7477), 493–499. 10.1038/nature12656 24172895

[B42] OrlandiM.GrazianiF.D’AiutoF. (2020). Periodontal therapy and cardiovascular risk. Periodontol. 2000 83 (1), 107–124. 10.1111/prd.12299 32385887

[B43] OzcanU.CaoQ.YilmazE.LeeA. H.IwakoshiN. N.OzdelenE. (2004). Endoplasmic reticulum stress links obesity, insulin action, and type 2 diabetes. Science 306 (5695), 457–461. 10.1126/science.1103160 15486293

[B44] PihlstromB. L.MichalowiczB. S.JohnsonN. W. (2005). Periodontal diseases. Lancet 366 (9499), 1809–1820. 10.1016/s0140-6736(05)67728-8 16298220

[B45] PolakD.SanuiT.NishimuraF.ShapiraL. (2020). Diabetes as a risk factor for periodontal disease—plausible mechanisms. Periodontol. 2000 83 (1), 46–58. 10.1111/prd.12298 32385872

[B46] PuriV.RanjitS.KondaS.NicoloroS. M. C.StraubhaarJ.ChawlaA. (2008). Cidea is associated with lipid droplets and insulin sensitivity in humans. Proc. Natl. Acad. Sci. 105 (22), 7833–7838. 10.1073/pnas.0802063105 18509062PMC2409392

[B47] QingH.DesrouleauxR.Israni-WingerK.MineurY. S.FogelmanN.ZhangC. (2020). Origin and Function of Stress-Induced IL-6 in Murine Models. Cell 182 (2), 372–387.e314. 10.1016/j.cell.2020.05.054 32610084PMC7384974

[B48] RitchieM. E.PhipsonB.WuD.HuY.LawC. W.ShiW. (2015). limma powers differential expression analyses for RNA-sequencing and microarray studies. Nucleic Acids Res. 43 (7), e47. 10.1093/nar/gkv007 25605792PMC4402510

[B49] SaitoT.ShimazakiY.SakamotoM. (1998). Obesity and periodontitis. N Engl. J. Med. 339 (7), 482–483. 10.1056/nejm199808133390717 9705695

[B50] SaitoM.Okamatsu-OguraY.MatsushitaM.WatanabeK.YoneshiroT.Nio-KobayashiJ. (2009). High incidence of metabolically active brown adipose tissue in healthy adult humans: effects of cold exposure and adiposity. Diabetes 58 (7), 1526–1531. 10.2337/db09-0530 19401428PMC2699872

[B51] SamadF.YamamotoK.PandeyM.LoskutoffD. J. (1997). Elevated expression of transforming growth factor-beta in adipose tissue from obese mice. Mol. Med. 3 (1), 37–48. 10.1007/BF03401666 9132278PMC2230108

[B52] SamadF.UysalK. T.WiesbrockS. M.PandeyM.HotamisligilG. S.LoskutoffD. J. (1999). Tumor necrosis factor alpha is a key component in the obesity-linked elevation of plasminogen activator inhibitor 1. Proc. Natl. Acad. Sci. U.S.A. 96 (12), 6902–6907. 10.1073/pnas.96.12.6902 10359811PMC22014

[B53] SasakiN.KatagiriS.KomazakiR.WatanabeK.MaekawaS.ShibaT. (2018). Endotoxemia by Porphyromonas gingivalis Injection Aggravates Non-alcoholic Fatty Liver Disease, Disrupts Glucose/Lipid Metabolism, and Alters Gut Microbiota in Mice. Front. Microbiol. 9, 2470. 10.3389/fmicb.2018.02470 30405551PMC6207869

[B54] SchenkeinH. A.PapapanouP. N.GencoR.SanzM. (2020). Mechanisms underlying the association between periodontitis and atherosclerotic disease. Periodontol. 2000 83 (1), 90–106. 10.1111/prd.12304 32385879

[B55] ShibataH.PérusseF.VallerandA.BukowieckiL. J. (1989). Cold exposure reverses inhibitory effects of fasting on peripheral glucose uptake in rats. Am. J. Physiol. 257 (1 Pt 2), R96–101. 10.1152/ajpregu.1989.257.1.R96 2665523

[B56] StanfordK. I.MiddelbeekR. J.TownsendK. L.AnD.NygaardE. B.HitchcoxK. M. (2013). Brown adipose tissue regulates glucose homeostasis and insulin sensitivity. J. Clin. Invest. 123 (1), 215–223. 10.1172/jci62308 23221344PMC3533266

[B57] SubramanianA.TamayoP.MoothaV. K.MukherjeeS.EbertB. L.GilletteM. A. (2005). Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. Proc. Natl. Acad. Sci. U. S. A. 102 (43), 15545–15550. 10.1073/pnas.0506580102 16199517PMC1239896

[B58] TaniguchiC. M.EmanuelliB.KahnC. R. (2006). Critical nodes in signalling pathways: insights into insulin action. Nat. Rev. Mol. Cell Biol. 7 (2), 85–96. 10.1038/nrm1837 16493415

[B59] TonettiM. S.D’AiutoF.NibaliL.DonaldA.StorryC.ParkarM. (2007). Treatment of Periodontitis and Endothelial Function. New Engl. J. Med. 356 (9), 911–920. 10.1056/nejmoa063186 17329698

[B60] UdagawaS.KatagiriS.MaekawaS.TakeuchiY.KomazakiR.OhtsuA. (2018). Effect of Porphyromonas gingivalis infection in the placenta and umbilical cord in pregnant mice with low birth weight. Acta Odontol. Scand. 76 (6), 433–441. 10.1080/00016357.2018.1426876 29334319

[B61] van der LansA. A.HoeksJ.BransB.VijgenG. H.VisserM. G.VosselmanM. J. (2013). Cold acclimation recruits human brown fat and increases nonshivering thermogenesis. J. Clin. Invest. 123 (8), 3395–3403. 10.1172/jci68993 23867626PMC3726172

[B62] VillarroyaF.CereijoR.VillarroyaJ.GiraltM. (2017). Brown adipose tissue as a secretory organ. Nat. Rev. Endocrinol. 13 (1), 26–35. 10.1038/nrendo.2016.136 27616452

[B63] VillarroyaF.CereijoR.Gavaldà-NavarroA.VillarroyaJ.GiraltM. (2018). Inflammation of brown/beige adipose tissues in obesity and metabolic disease. J. Internal Med. 284 (5), 492–504. 10.1111/joim.12803 29923291

[B64] WangJ.DuncanD.ShiZ.ZhangB. (2013). WEB-based GEne SeT AnaLysis Toolkit (WebGestalt): update 2013. Nucleic Acids Res. 41, W77–W83. 10.1093/nar/gkt439 23703215PMC3692109

[B65] WangG. X.ZhaoX. Y.MengZ. X.KernM.DietrichA.ChenZ. (2014). The brown fat-enriched secreted factor Nrg4 preserves metabolic homeostasis through attenuation of hepatic lipogenesis. Nat. Med. 20 (12), 1436–1443. 10.1038/nm.3713 25401691PMC4257907

[B66] WangW.SealeP. (2016). Control of brown and beige fat development. Nat. Rev. Mol. Cell Biol. 17 (11), 691–702. 10.1038/nrm.2016.96 27552974PMC5627770

[B67] WatanabeK.KatagiriS.TakahashiH.SasakiN.MaekawaS.KomazakiR. (2020). Porphyromonas gingivalis impairs glucose uptake in skeletal muscle associated with altering gut microbiota. FASEB J. 10.1096/fj.202001158R 33197074

[B68] WhitlockG.LewingtonS.SherlikerP.ClarkeR.EmbersonJ.HalseyJ. (2009). Body-mass index and cause-specific mortality in 900 000 adults: collaborative analyses of 57 prospective studies. Lancet 373 (9669), 1083–1096. 10.1016/s0140-6736(09)60318-4 19299006PMC2662372

[B69] YadavH.QuijanoC.KamarajuA. K.GavrilovaO.MalekR.ChenW. (2011). Protection from obesity and diabetes by blockade of TGF-β/Smad3 signaling. Cell Metab. 14 (1), 67–79. 10.1016/j.cmet.2011.04.013 21723505PMC3169298

[B70] YamauchiT.KamonJ.WakiH.TerauchiY.KubotaN.HaraK. (2001). The fat-derived hormone adiponectin reverses insulin resistance associated with both lipoatrophy and obesity. Nat. Med. 7 (8), 941–946. 10.1038/90984 11479627

[B71] YonedaM.NakaS.NakanoK.WadaK.EndoH.MawatariH. (2012). Involvement of a periodontal pathogen, Porphyromonas gingivalis on the pathogenesis of non-alcoholic fatty liver disease. BMC Gastroenterol. 12, 16. 10.1186/1471-230x-12-16 22340817PMC3305584

[B72] YoneshiroT.AitaS.MatsushitaM.KayaharaT.KameyaT.KawaiY. (2013). Recruited brown adipose tissue as an antiobesity agent in humans. J. Clin. Invest. 123 (8), 3404–3408. 10.1172/jci67803 23867622PMC3726164

[B73] YoonM. J.LeeG. Y.ChungJ. J.AhnY. H.HongS. H.KimJ. B. (2006). Adiponectin increases fatty acid oxidation in skeletal muscle cells by sequential activation of AMP-activated protein kinase, p38 mitogen-activated protein kinase, and peroxisome proliferator-activated receptor alpha. Diabetes 55 (9), 2562–2570. 10.2337/db05-1322 16936205

[B74] YuB. L.ZhaoS. P.HuJ. R. (2010). Cholesterol imbalance in adipocytes: a possible mechanism of adipocytes dysfunction in obesity. Obes. Rev. 11 (8), 560–567. 10.1111/j.1467-789X.2009.00699.x 20025694

# Supplementary material for: Endotoxemia by Porphyromonas gingivalis Alters Endocrine Functions in Brown Adipose Tissue
**Source:** Front Cell Infect Microbiol. 2021 Jan 19;10:580577. doi: 10.3389/fcimb.2020.580577
**Supplement:** Supplementary file 1

**Supplementary Table S1. Primers used for Quantitative reverse-transcription PCR analysis.**

| <i>Gene</i>   | Primers                 |                         |
|---------------|-------------------------|-------------------------|
|               | Sense (5'-3')           | Anti-sence (5'-3')      |
| <i>Adipoq</i> | GTTCTACTGCAACATTCCGG    | TACACCTGGAGCCAGACTTG    |
| <i>Ccl2</i>   | TTAAAAACCTGGATCGGAACCAA | GCATTAGCTTCAGATTTACGGGT |
| <i>Cers3</i>  | TTCAAGCATTCCACAAGCAAAC  | CAACCTGGCGCTCTGTCAA     |
| <i>Cidea</i>  | TGACATTCATGGGATTGCAGAC  | GGCCAGTTGTGATGACTAAGAC  |
| <i>Cxcl14</i> | GAAGATGGTTATCGTCACCACC  | CGTTCCAGGCATTGTACCACT   |
| <i>Fads3</i>  | TGACCTACCAGGCGACAAGT    | CAATCAACAGGGGTTTCAGGAA  |
| <i>Fasn</i>   | GGAGGTGGTGATAGCCGGTAT   | TGGGTAATCCATAGAGCCCAG   |
| <i>Fgf21</i>  | CTGCTGGGGGTCTACCAAG     | CTGCGCCTACCACTGTTCC     |
| <i>Il1b</i>   | GCAACTGTTCTGAACTCAACT   | ATCTTTTGGGGTCCGTCAACT   |
| <i>Il6</i>    | TAGTCCTTCCTACCCCAATTTCC | TTGGTCCTTAGCCACTCCTTC   |
| <i>Lipe</i>   | CCAGCCTGAGGGCTTACTG     | CTCCATTGACTGTGACATCTCG  |
| <i>Nrg4</i>   | CCAGCCCATTCTGTAGGTGC    | CGCGATGGTAAGAGTGAGGA    |
| <i>Pnpla2</i> | GGATGGCGGCATTTTCAGACA   | CAAAGGGTTGGGTTGGTTCAG   |
| <i>Pparg</i>  | CCAGAGTCTGCTGATCTGCG    | CCAGAGTCTGCTGATCTGCG    |
| <i>Tnfa</i>   | ACGGCATGGATCTCAAAGAC    | AGATAGCAAATCGGCTGACG    |
| <i>Ucp1</i>   | AGGCTTCCAGTACCATTAGGT   | CTGAGTGAGGCAAAGCTGATT   |
| <i>Rn18s</i>  | GTAACCCGTTGAACCCCAT     | CCATCCAATCGGTAGTAGCG    |

How the deposited data were processed for this re-analysis (not part of the article)

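Gene expression was measured on arrays of 4 Co mice and 4 Pg mice, 12 weeks old, in tissue that the paper and the sample labels give as BAT, 18 h after an injection of 100 μL of saline or sonicated *P. gingivalis*. The paper gives the dose as 100000000 CFU, and the sample labels print 108 CFU. Each mouse had 1 Agilent one-color array. The authors deposited the output of Feature Extraction 11.0.1.1 for each array, which holds the Cy3 intensity of every spot without normalization between arrays. As deposited, the processed intensity had been background-subtracted and detrended, with low values replaced by surrogates, and the raw mean, median and local background intensity of each spot were given beside it. The authors also deposited a table of 28067 entries with background-corrected, quantile-normalized log2 values of the 8 arrays, log2 fold changes, p-values and Benjamini-Hochberg q-values from limma, and the GO terms as text. Its score columns, the moderated t and the log odds that the authors took from limma, were not used here. The medians of its 8 columns lie between 8.08 and 8.10. The paper's text does not name the signal, the background step or the filter behind this table. limma's normexp on the median signal with an offset of 16, quantile normalization of the log2 values and a filter at 1.1 times the 95th percentile of the negative controls gave the same 28067 entries, with a mean difference of 0.0020 and a largest difference of 0.0031 on the log2 scale. These steps were chosen after seeing the data.

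Spots were read from the scanner output with data.table 1.17.8 in R 4.3.3. Of 59305 spots that are not controls, those with a population outlier mark (90 to 150 per array) were left out. The processed intensities of the spots of a probe were averaged per array, which gave 56605 probes (56305 spotted once and 300 several times). They were quantile-normalized between the 8 arrays, raised to a floor of 1 and log2-transformed. Probes were kept when they were well above background on at least 4 arrays, which left 33819. Gene names came from the mouse reference through the accession of the probe for 43218 of the 56605 probes, and from the array's own name otherwise. Pg and Co were compared with lmFit and eBayes of limma 3.58.1, two-sided, with Benjamini-Hochberg adjustment over the probes kept. A DEG had a q under 0.1 and a fold change above 1.5, as in the paper's methods. With 4 arrays per group an exact permutation test has 70 splits and no p under 0.0286. The number of arrays limits the precision, and a probe that is well above background on no array of a group has only a bound there. Bounds were also taken with each array left out.

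Principal components were taken from the centred and scaled probes kept. The GO text of the authors' table was searched for “lipid metabolic process”, “glucose metabolic process” and “metabolic process” among 26550 kept probes with GO text. For gene lists, the probe with the highest mean stood for a gene (22454 genes), and camera was run with an inter-gene correlation of 0.01. The 15 lists were of brown adipocyte, white adipocyte, interferon response, acute phase and endotoxin response, cholesterol synthesis and uptake, fatty acid synthesis, insulin and PI3K signaling, TGF-β and BMP target, macrophage, neutrophil, T and B cell, skeletal muscle, red blood cell, circadian clock and glucocorticoid response genes. Lists of slow-twitch fibre, fast-twitch fibre, hindlimb and posterior position genes and of 1 forelimb gene were added after seeing the data. The mouse Reactome sets that come with fgsea 1.28.0 were tested the same way (877 sets of 10 to 500 genes, 16437 genes). The sets planned under the names interleukin-6 signaling and TNF signaling were not among those tested. Core enrichment genes were read from the heatmaps of Figs. 7 and 8 and matched without regard to case. BCL2A1, SCD and TP53INP1 had no match. Values and tallies are given for them, and no set test was run on them.

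The DEGs with the GO text lipid or glucose metabolic process were named after their values were seen. Genes named only for their signal on the arrays also lie outside the naming rule. They are adipocyte, muscle, limb and posterior position and neutrophil genes, such as *Elovl3*, *Plin1*, *Cidec*, *Myh4*, *Tbx4* and *S100a8*. The other genes named were fixed by rule: the 5 highest and 5 lowest fitted log2 fold changes among DEGs whose groups do not overlap, the 16 genes measured by qPCR, the 3 largest changes and the DEGs of each heatmap of Figs. 7 and 8, the DEGs of the lists, and 5 sex genes. The values in the paper's figures had been seen by then. The groups, tests, thresholds, gene lists, this rule and the alternatives other than those said to be added were set before the data were examined. Alternatives were normexp on the mean signal with an offset of 50, the median signal without background subtraction, scaling to the 75th percentile, no normalization between arrays, other filters on dim probes, an intensity trend with robust eBayes, array weights, the methods' t-test, other thresholds, 1 probe per gene, averaged probes, the replicate number, which is also the slide column, as a block, the authors' table and each array left out in turn. For gene lists they were also an estimated inter-gene correlation, fry and a mean z-score with an exact permutation test, whose smallest p leaves a single list an adjusted p of no less than 0.429 over the 15 lists. A fit with slide or scan as a block was not run, since there were 1 slide and 1 scan.

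The fit was tested on simulated data made from the 33819 probes, with 200 of them changed. Of these, 177 were recovered (88.5%), 97% of those changed by 2 and 80% of those changed by 1 on the log2 scale, with 12 false calls, and 0 calls were made when no probe was changed. The methods' t-test recovered 160. The simulated values were drawn independently for each probe, with 1 spread for both groups and no background or floor. On the arrays the Pg group was noisier (negative control spread 11.6 to 18.7, against 8.10 to 9.75 in Co), and many DEG probes were dim. The simulated rates therefore need not hold for the arrays. GSEA with the hallmark gene sets and GO slim were not analysed here, as those sets were not used here. The results of qPCR, flow cytometry and histology have no array and were not analysed here.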

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

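The tests of the tissue and of the muscle fibres below, with the lists of slow-twitch, fast-twitch, posterior and forelimb genes, were chosen only after the result was seen, while the skeletal muscle and brown adipocyte lists and the count of outlying values per array were chosen before.

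All 20 genes of the skeletal muscle list were above background on all 8 arrays, at a median log2 signal of 17.39, and so were all 9 genes of the slow-twitch muscle fibre list, at a median of 18.14. Among the brightest were *Acta1* (18.4 to 18.6), *Myh2* (18.3 to 18.6), *Mb* (18.4 to 18.7), *Myh7* (18.5 to 18.7) and *Tnnt1* (18.7 to 18.8). *Ucp1* was above background on no array. A *Ucp1* probe that does not work cannot be told apart from low expression: 3 other brown adipocyte genes were above background on no array either, but the array has only 1 probe of *Ucp1*. Brown adipose tissue with muscle attached stays open as well. Of the 20 brown adipocyte genes, 14 were above background on all 8 arrays, including *Cidea* (13.2 to 13.5), *Cox8b* (17.85 to 18.1) and *Pdk4* (17.41 to 17.72), but how many of the 14 muscle also expresses was not measured, so that the count favors neither tissue. *Elovl3* was above background on no array, *Plin1* lay at 6.53 to 8.27 and *Adipoq* at 9.61 to 11.3. RNA of a hindlimb muscle on the arrays is a candidate explanation that was tested with position genes: 9 of 10 hindlimb and posterior position genes, including *Tbx4* (8.75 to 9.11) and *Pitx1* (5.06 to 6.04), were above background on all 8 arrays, and the forelimb gene *Tbx5* on none, which is consistent with it. Of the posterior genes, 3 are also in the white adipocyte list, and how many of the muscle genes BAT itself expresses was not measured. The samples hold 1 tissue by their labels, so no biological explanation could be tested against a second tissue, and which tissue the RNA came from stays open. It bears on every array result given here.

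*Myh4* ranged from 11.4 to 17.1 over the 8 arrays, within both groups. Unequal shares of fast fibres between the samples could give this. *Actn3* followed *Myh4* (Pearson r = 0.967, Spearman rho = 0.976, permutation p = 0.00029 and 0.00042, adjusted over 2 relations 0.00029 and 0.00084, n = 8), and so did *Pvalb* (r = 0.966, rho = 0.952). Without Pg replicate 1 and Co replicate 3, the 2 arrays farthest out, r was 0.875 with *Actn3*. The samples are the same in which the range was seen. Other genes of the skeletal muscle list varied little over these arrays, among them *Myh1* (17.01 to 17.45), *Atp2a1* (15.65 to 16.24), *Casq1* (14.56 to 15.03) and *Mylpf* (17.34 to 17.6), so the explanation stays open.

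Of 144 groups of 4 values tested for a single value far from the other 3, 12 had one, where chance gives about 1 in 20 groups, or 7.2. These were the mean z-score of the white adipocyte genes in Pg replicate 4 (0.127, the others −0.287 to −0.263), of the acute phase and endotoxin response genes in Pg replicate 1 (0.662, the others −0.142 to −0.0800) and of the T and B cell genes in Co replicate 1 (0.369, the others −0.00810 to 0.0540). On the log2 scale they were *Gabrg3* in Co replicate 4 (4.30, the others 2.61 to 2.89), *Csf2rb* in Pg replicate 3 (6.53, the others 7.41 to 7.46), *Rps6ka3* in Co replicate 1 (10.8, the others 9.09 to 9.33), *Sla* in Co replicate 2 (4.09, the others 4.62 to 4.73), *Acsl1* in Co replicate 4 (7.12, the others 7.45 to 7.47), *Actn3* in Co replicate 3 (11.78, the others 13.43 to 13.65), *Pvalb* in Co replicate 3 (14.77, the others 15.94 to 16.03) and *Cidec* in Co replicate 2 (12.24, the others 10.06 to 10.17). The last was the 75th percentile of the processed intensity of Co replicate 2 (406, the others 459 to 467). One array of poor quality is unlikely to be the source, since the most outlying values on one array were 3 (Co replicate 2) and the 12 lay on 7 arrays. Apart from unequal shares of fast fibres, which bear on *Actn3* and *Pvalb* and stay open, no biological explanation was tested for them.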

How the results depend on the processing

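Of the alternatives below, only the steps recovered from the authors' table were chosen after the result was seen. In each case the cause was not tested.

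The count of 546 DEG probes was 94 with normexp, 108 with the median signal without background subtraction, 283 with the 75th percentile, 27 without normalization between arrays, 318 with probes above background on all 8 arrays, 312 with the methods' t-test, 131 at a q under 0.05, 2644 without a fold change limit, 200 with 1 probe per gene and 206 with the probes of a gene averaged. It was 106 in the authors' table and 107 with the recovered steps. It stayed within 1.5 times 546 with no filter (372), a filter on all 4 arrays of a group (583), an intensity trend (539) and array weights (580). Leaving out 1 array gave 3 (Co replicate 3) to 698 (Pg replicate 3). Of 33 named DEG probes, 1 was still called without Co replicate 3, 6 without Co replicate 2 and 10 to 27 without the others, and 11 with normexp, 13 with the median signal, 22 with the 75th percentile and 6 without normalization.

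Samples of the 2 groups with the same replicate number also share the slide column, and nothing else links them. With that number as a block, limma called 0 DEG probes, with 7392 at an unadjusted p under 0.05. Arrays with the same number were hardly more alike than others (correlation of deviations 0.0589, −0.0270, −0.0684 and 0.178, mean 0.0355 against −0.0119).

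Of 15 gene lists, 1 had an adjusted p under 0.05 in camera, the interferon response list. The number was 4 with the 75th percentile, 2 without the filter, 0 with estimated correlations, 0 with fry, 0 with the mean z-score, and 1 to 5 with 1 array left out (5 without Co replicate 3 or Pg replicate 3, 2 without Pg replicate 4). The adjusted p of the interferon list was 0.8, 0.433 and 0.514 with estimated correlations, fry and the mean z-score. The mean z-score could not pass for a single list, as 4 arrays against 4 leave it an adjusted p of at least 0.429 over 15 lists, so its 0 says nothing on stability. With the 75th percentile, the lists of neutrophil (0.0172), skeletal muscle (6.37e-05) and glucocorticoid response genes (0.0392) also passed, and without the filter the neutrophil list (0.00667). With 1 array left out, the adjusted p was 0.0129 to 0.233 for TGF-β and BMP targets, 8.58e-05 to 0.533 for macrophage, 0.00417 to 0.112 for neutrophil, 0.0253 to 0.533 for glucocorticoid response and 0.00460 (without Pg replicate 4) to 0.705 for red blood cell genes.

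The direction was reversed for lists that were not shifted: circadian clock with normexp (0.929), insulin and PI3K with the 75th percentile (0.461), without the filter (0.869), in fry (0.649) and with the mean z-score (0.971), T and B cell with the 75th percentile (0.842) and cholesterol in fry (0.801). With 1 array left out, it was reversed in some fits for cholesterol (0.723 to 0.971), fatty acid (0.723 to 0.993), insulin and PI3K (0.723 to 0.991) and circadian clock genes (0.682 to 0.996). The Reactome collection had 2 sets past an adjusted p of 0.05 with the 75th percentile, where the TGF-beta receptor complex set was reversed (0.871).

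Without the filter, lipid DEG probes were 8 and glucose DEG probes 0. *Adipoq* was reversed with normexp (−0.0120), the median signal (−0.0561) and the 75th percentile (−0.0305), and ranged from −0.26 to 0.35 with 1 array left out. *Fads3* was reversed with the mean of its probes (−0.00820) and ranged from −0.10 to 0.14, and *Tnf* from −0.59 to 0.32. The separation on the first principal component held in every alternative run for it. The tallies were run with 3 other scalings and with each array left out, and gave 34 to 36, 18 to 19, 30 to 32 and 11 genes higher for Fig. 7A to D and 6 to 8 and 16 to 17 lower for Fig. 8A and B, while the DEG calls of single genes in them changed.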

Differences from the paper's values

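The recovered steps and the search of the GO text for metabolic process were chosen only after the result was seen.

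The paper's 106 DEGs stand against 546 here. Of the alternatives set before the data were examined, normexp (94), the median signal without background subtraction (108), a q under 0.05 (131), the authors' table (106) and the fit without Co replicate 2 (110) came close to it. The 75th percentile (283), no normalization (27), no filter (372), all 8 arrays (318), all 4 arrays of a group (583), the intensity trend (539), array weights (580), the methods' t-test (312), no fold change limit (2644), 1 probe per gene (200), averaged probes (206), the replicate block (0) and the other 7 fits with 1 array left out (3 to 698) did not. Steps recovered from the authors' table gave 107 (61 up and 46 down), were chosen after seeing the values, and dropped 0 of the paper's 106 DEGs, against 14 dropped by the fit used here, 46 by normexp and 40 by the median signal.

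The paper's 60 upregulated DEGs stand against 106 here. Normexp (66), the median signal (75), no filter (82), the methods' t-test (58), 1 probe per gene (57), averaged probes (53), the authors' table (60) and the fits without Co replicate 1 (51) or 4 (55) or Pg replicate 1 (50), 2 (61) or 4 (75) came close. The 75th percentile (137), no normalization (20), all 8 arrays (107), all 4 arrays of a group (107), the intensity trend (130), array weights (111), a q under 0.05 (31), no fold change limit (616), the replicate block (0) and the fits without Co replicate 2 (30) or 3 (1) or Pg replicate 3 (184) did not.

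The paper's 46 downregulated DEGs stand against 440 here. Of the alternatives set before the data were examined, the median signal (33) and the authors' table (46) came close, and the others did not, among them normexp (28) and the 75th percentile (146). More DEGs are up than down in the paper, and more down than up here.

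The paper gives metabolic process as 42% of the upregulated and 79% of the downregulated DEGs by GO slim, against 13% and 14.7% here by the text of the GO terms. The DEGs of the authors' table gave 14% and 25.9% and did not come close either. The paper has the larger share among downregulated DEGs. The shares had the same order here and were not told apart (Fisher's exact test, two-sided, p = 0.856, and 0.226 on the DEGs of the authors' table). The paper's 615 lipid and 100 glucose genes are entries of the authors' table, against 466 and 75 genes here.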

Other observations

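The tests on the background subtraction and on the position on the slide were chosen only after the result was seen, and the counts over regrouped arrays were chosen before.

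The arrays were regrouped in all 35 ways of 4 against 4. Only 1 of 35 splits, the real one, gave as many DEG probes, the other 34 giving 0 to 4 (median 0), so that chance is an unlikely source of the DEG count. Chance was not excluded for the lists and sets: 33 of 35 splits had as many gene lists past the threshold (median 2, up to 7 in the others), 11 of 35 as low a camera p for the interferon list, 5 of 35 as many Reactome sets at an unadjusted p under 0.05, and 7 of 35 as many of the genes measured by qPCR.

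More DEG probes were lower than higher in Pg mice. Subtraction of the background from dim probes may be part of this: without it, 30.6% of the DEG probes were lower, against 80.6% with it. It does not account for the probes with a q under 0.1 at any fold change, of which 69.4% were lower without subtraction and 76.7% with it. It was 70.2% with normexp and 71.5% with the 75th percentile, and 31% without normalization between arrays, where only 29 probes had such a q. Noise differed too, the additive error being 2.85 to 3.29 on the Co arrays and 4.06 to 6.30 on the Pg arrays. The position on the slide could give the same pattern and cannot be tested, as 0 slide rows hold both groups. The 10 E1A spike-ins had 35 spots each. The 3 dimmest lay near or under the lowest signal above background and give no change. The other 7 were higher on the Pg arrays by 0.11 to 0.30 on the log2 scale before normalization (lowest exact permutation p, two-sided, 0.0286) and by 0.02 to 0.16 after it (lowest exact permutation p, two-sided, 0.0571).

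The paper measured 16 genes by qPCR in 7 mice per group. The paper's text does not say whether the mice of the arrays were among them. On the arrays, 11 of them were tested and 0 were DEGs in limma, 2 with an unadjusted p under 0.05 (0 to 2 over the alternatives, 1 with the methods' t-test) and 0 with an FDR q under 0.1 over the list alone. *Pparg*, lower in the paper's qPCR, was higher by 0.23 (adjusted p = 0.158 in limma), with no overlap between the groups, and *Nrg4*, lower in the paper, fell by 0.36 (adjusted p = 0.195), while its only other tested probe changed by 0.04 (standard error 0.45), with 4 Co and 1 Pg arrays above background. Of the genes the paper found higher, *Tnf* changed by 0.02 (standard error 0.56) and *Ccl2* by 0.54 (standard error 0.72). For *Ccl2*, Pg replicate 1 lay at 9.13 and the other Pg arrays at 6.55 to 7.63. Its Co replicate 3 lay at 8.56 and the other Co arrays at 6.10 to 7.17, so the size of this change is not well determined. Of those it found lower, *Lipe* fell by 0.11 (standard error 0.12), and by 0.21 (standard error 0.08, adjusted p = 0.168 in limma) on its other tested probe. *Pnpla2*, also lower in the paper, fell by 0.09 and *Cidea* by 0.10. *Adipoq*, also lower in the paper, changed by 0.01 (standard error 0.40). *Cxcl14*, lower in the paper as well, was higher by 0.14 (standard error 0.14). *Fasn*, which tended to be lower in the paper, was higher by 0.17 (standard error 0.09). *Fads3*, unchanged in the paper, changed by 0.05, its 2 tested probes going in opposite directions. *Ucp1* and *Fgf21* were above background on no array, *Il1b* on 0 Co and 1 Pg arrays, *Il6* on 1 and 1, and *Cers3* on 2 and 0, and these were not tested.

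In camera, the adjusted p was 0.435 for brown adipocyte genes (16 tested, 8 higher, direction up, median −0.004, mean 0.02), 0.467 for white adipocyte genes (14 tested, 11 lower, median −0.11), 0.104 for macrophage genes (14 of 17 higher, median 0.36), 0.0819 for neutrophil genes (7 of 7 higher, median 0.22, mean 0.70), 0.903 for T and B cell genes (8 of 13 lower, direction down, median −0.07, mean 0.01), 0.194 for skeletal muscle genes (17 of 20 lower, median −0.06), 0.176 for red blood cell genes (8 of 8 lower, median −0.61), 0.912 for circadian clock genes (8 of 17 lower, direction down, median 0.05, mean −0.05) and 0.176 for glucocorticoid response genes (13 of 18 lower, median −0.16). None of these passed with estimated correlations or fry. With 1 array left out, the median ranged from 0.03 (without Pg replicate 2) to 0.61 (without Pg replicate 3) for macrophage, from −0.99 (without Pg replicate 4) to −0.16 (without Pg replicate 3) for red blood cell, from −0.19 (without Co replicate 1) to −0.01 (without Co replicate 2) for white adipocyte and from −0.25 (without Pg replicate 3) to −0.09 (without Pg replicate 2) for glucocorticoid response genes. For skeletal muscle genes it ranged from −0.10 (without Co replicate 3) to −0.03 (without Pg replicate 1). Their mean was −0.11 with all arrays and 0.02 without Pg replicate 1. Adjusted over the list alone, 3 neutrophil genes had an FDR q under 0.1, against 0 over all probes, and counts were equal for the other 8 lists. *Cd79b*, of the T and B cell list, was a DEG (log2 fold change 1.69, adjusted p = 0.0867), called in 1 of 8 fits with an array left out (without Pg replicate 4). *S100a8* ranged from 4.56 to 8.59 and *S100a9* from 6.52 to 10.6, with large differences between the Pg arrays.

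Of 877 Reactome sets, camera put 0 at an adjusted p under 0.05, with 133 at an unadjusted p under 0.05 (0 and 17 with estimated correlations). The lowest adjusted p, 0.0731, was shared by 16 sets, 15 of them higher, and 35 sets had one under 0.1, 33 of them higher. The 3 sets with the lowest p in each direction were integrin cell surface interactions (52 of 67 genes higher) and degradation of cyclin D (36 of 48 higher, 2 sets with the same values), and synthesis of PC (3 of 15 higher), regulation of the pyruvate dehydrogenase complex (adjusted p = 0.0845) and pyruvate metabolism (adjusted p = 0.134), the last 3 with the direction down. The adjusted p was 0.257 for interferon gamma (higher), 0.791 for interferon alpha beta (higher), 0.879 for SREBP regulation (lower), 0.893 for the TGF-beta receptor complex (higher) and mTOR signalling (lower), and 0.908 for cholesterol biosynthesis (direction up, median −0.01) and PIP3 activates AKT (direction up, median near 0), all at 0.975 with estimated correlations.

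*Ddx3y*, *Kdm5d*, *Eif2s3y* and *Uty* were above background on all 8 arrays and *Xist* on none, as for male mice.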
